# H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells

**DOI:** 10.1186/1471-2164-13-424

**Published:** 2012-08-24

**Authors:** Krishanpal Karmodiya, Arnaud R Krebs, Mustapha Oulad-Abdelghani, Hiroshi Kimura, Laszlo Tora

**Keywords:** ChIP-seq, Histone acetylation, CpG islands, Embryonic stem cells, Gene regulation, Genome-wide mapping, Bivalent promoters, Epigenetics

## Abstract

**Background:**

Transcription regulation in pluripotent embryonic stem (ES) cells is a complex process that involves multitude of regulatory layers, one of which is post-translational modification of histones. Acetylation of specific lysine residues of histones plays a key role in regulating gene expression.

**Results:**

Here we have investigated the genome-wide occurrence of two histone marks, acetylation of histone H3K9 and K14 (H3K9ac and H3K14ac), in mouse embryonic stem (mES) cells. Genome-wide H3K9ac and H3K14ac show very high correlation between each other as well as with other histone marks (such as H3K4me3) suggesting a coordinated regulation of active histone marks. Moreover, the levels of H3K9ac and H3K14ac directly correlate with the CpG content of the promoters attesting the importance of sequences underlying the specifically modified nucleosomes. Our data provide evidence that H3K9ac and H3K14ac are also present over the previously described bivalent promoters, along with H3K4me3 and H3K27me3. Furthermore, like H3K27ac, H3K9ac and H3K14ac can also differentiate active enhancers from inactive ones. Although, H3K9ac and H3K14ac, a hallmark of gene activation exhibit remarkable correlation over active and bivalent promoters as well as distal regulatory elements, a subset of inactive promoters is selectively enriched for H3K14ac.

**Conclusions:**

Our study suggests that chromatin modifications, such as H3K9ac and H3K14ac, are part of the active promoter state, are present over bivalent promoters and active enhancers and that the extent of H3K9 and H3K14 acetylation could be driven by cis regulatory elements such as CpG content at promoters. Our study also suggests that a subset of inactive promoters is selectively and specifically enriched for H3K14ac. This observation suggests that histone acetyl transferases (HATs) prime inactive genes by H3K14ac for stimuli dependent activation. In conclusion our study demonstrates a wider role for H3K9ac and H3K14ac in gene regulation than originally thought.

## Background

Embryonic stem (ES) cells provide an important model system to study developmental regulation and hold significant potential for clinical therapeutics because of their unique capabilities to self re-new and differentiate into multiple lineages (reviewed in [1]). The chromatin of pluripotent ES cells have unique characteristics, including an open conformation, a hyper-dynamic organization of chromatin proteins, and less condensed heterochromatin domains, suggesting the plasticity of the genome in ES cells (reviewed in [2]).

Different modifications of chromatin are associated with variable functions. Histone modifications such as trimethylation of H3 lysine 4 (H3K4me3) and hyperacetylation of histone H3 and H4 are known as active marks and are often associated with ongoing transcription [3,4]. On the other hand, methylation of H3K9 and H3K27, are known as repressive marks and are associated with gene silencing [5]. Promoters of key regulatory genes have unique chromatin modification signatures, which contain both an active histone mark, H3K4me3, as well as a repressive histone mark, H3K27me3, also known as bivalent promoters, and are thought to be poised for gene activation during differentiation [6-8]. Distal regulatory regions, such as enhancers, are enriched in H3K4me1 (as compared to H3K4me3), histone acetyl transferase (HAT) co activators (i.e. p300 or ATAC) and have an open chromatin structure [4,9,10]. Not only promoters, but enhancer regions were also shown to be poised for gene activation during differentiation as only active enhancers are marked by the H3K27ac modification [11,12].

One of the most studied modifications of histones is acetylation of specific lysine (K) residues, which generally correlates with gene activation. The level of histone acetylation is regulated by the activity of both histone acetyl transferases (HATs) and histone deacetylases (HDACs), which acetlylate and deacetylate lysine residues of the N terminal histone tails, respectively. Genetic and biochemical studies suggested that HATs have rather specific roles in gene activation, while genome-wide experiments rather suggested that HATs are often recruited simultaneously, and together are acetylating multiple lysine residues at a given loci [13,14]. Thus, the biological function of histone acetylation may be rather additive than specific. In ES cells, acetylation of H3K9 was shown to predict the pluripotency and reprogramming capacity [15] and its level reduces with ES cell differentiation [16]. Recent genome-wide studies shed light on various histone modifications in mES cells [6], however, the genome-wide role of histone H3 acetylation in mES cells is poorly understood. In this study, we have investigated two histone acetylation marks, H3K9 and H3K14. Acetylation of H3K9 is mainly performed by histone acetyl transferases GCN5/PCAF and/or Tip60, whereas acetylation of H3K14 is mediated by GCN5/PCAF, p300/CBP and/or Myst3 [17-19].

The lack of in-depth studies concerning the role of H3K14ac was due to the absence of reliable and specific antibodies. Antibodies against modified histone tails are central research tools in studying chromatin biology at a genome-wide level. Thus, we have developed a new specific ChIP-grade antibody against the H3K14 acetylation mark. By using the antibody we have developed against H3K14ac and another published commercial antibody against H3K9ac, we made genome-wide location analysis of these two acetylation marks in mouse (m) ES cells, and compared the presence of two marks over various genomic regions. Our study suggests that these two marks are present not only over promoters of actively transcribed genes, but also on the developmentally regulated bivalent promoters, as well as over active enhancers in mES cells. Moreover, the degree of H3K9 and H3K14 acetylation correlates with the CpG content of the promoters and transcription level of the genes. Finally, we observed differential presence of these two acetylation marks over a subset of inactive genes, which is marked by low level of H3K14ac and thus seemed to be prepared for future activation.

## Results

### Genome-wide acetylation profiles of H3K9 and H3K14 correlate with each other

To understand the role of histone H3 acetylation at positions K9 and K14 in mouse ES cells, we have systematically tested the available antibodies raised against these modified histone tails. We and others have found that the anti-H3K9ac antibody from Abcam (ab4441) is specific for the corresponding modification in various applications including chromatin immunoprecipitation (ChIP) [20,21]. However, the anti-H3K14ac antibody from Upstate (07-353), which was used earlier for genome-wide localization of H3K14ac [3], was shown to cross-react with other histone modifications [20] and was found non-applicable for chromatin immunoprecipitation coupled high throughput sequencing (ChIP-seq) [21]. Our ELISA tests showed that it not only cross-reacts with with the H4K5acK12ac peptide, it also recognizes the non--acetylated H3K14 peptide ( Additional file 1: Figure S1). To overcome this limitation and to study the real genome-wide distribution of H3K14ac, we raised a specific mouse monoclonal antibody (mAb) against this modification and confirmed its specificity in several different tests ( Additional file 2: Figure S2).

To gain insight in the genome-wide acetylation profile of H3K9 and H3K14 residues, ChIP-seq was performed using the commercially available antibody against H3K9ac and the new antibody developed against H3K14ac in this study. 

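Chromatin of mouse embryonic stem (mES) cells was immunoprecipitated with antibody ab4441 against H3K9ac or with the monoclonal antibody 13HH3-1A5 against H3K14ac, and input DNA served as the control. The same series holds a further library, made with another antibody against H3K14ac (7G8), which is used here for comparison. Each antibody has 1 library, so there are no replicates, and intervals cover counting error or the sampling of sites and peaks within a library, not variation between libraries. The authors aligned single-end reads of 36 bases to the mouse genome (mm9) with ELAND, allowing 1 mismatch, and deposited the position and strand of each mapped read (tag). The libraries hold 23183487 tags for H3K9ac, 22365676 for H3K14ac with 13HH3-1A5, 23839094 for H3K14ac with 7G8 and 19313927 for input. Table S2 gives the paper's numbers of reads as 23100000 for H3K9ac and 22300000 for H3K14ac. The input listed in Table S2 is an earlier data set of 2730000 reads, and it was not used here. In the H3K9ac, 7G8 and input libraries each position and strand occurs once, whereas 738711 tags of the 13HH3-1A5 library (3.30%) repeat a position and strand already seen. Only 1 tag per position and strand was kept, which left 21626965 tags for 13HH3-1A5. The 5′ end of each tag was moved 100 bp towards the middle of its fragment, after the extension to 200 bp in the methods, and tags were expressed per 10000000 tags of the library. The cross-correlation of the 2 strands put the fragment length at 215 bp for H3K9ac, 175 bp for 13HH3-1A5, 155 bp for 7G8 and 180 bp for input. TSSs were those of the 22367 protein-coding genes of the GENCODE annotation of the same genome build, with 1 TSS per gene, in place of the refseq list.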

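Enriched regions were called in windows of 400 bp whose tags exceeded a Poisson rate at a probability of 1e-05, and windows that touch were joined. The rate was the highest of the genome-wide mean and the scaled input tags in 1 kb, 5 kb and 10 kb around the window, which follows the local rate of MACS. This gave 76907 peaks for H3K9ac, 47420 for H3K14ac with 13HH3-1A5 and 25178 for H3K14ac with 7G8. The peaks held 20.2% of the H3K9ac tags, 6.19% of the 13HH3-1A5 tags and 2.81% of the 7G8 tags. The stricter threshold of 1e-10 moved these numbers most for H3K14ac and left 36247, 6578 and 2905 peaks. Among 300 sites simulated on chromosome 19 at the depth of 13HH3-1A5, 77.0% were recovered at 4-fold and 2.67% at 2-fold. The added tags were set by the mean of the chromosome, and the sites lay in 10 kb bins with more input tags than the median bin. These folds are therefore not enrichments over the local rate.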

Peaks of local enrichment for H3K9ac and H3K14ac were determined after sequence alignment and normalization to input DNA. Further to validate the peaks obtained in ChIP-seqs for H3K9ac (using ab4441 antibody) and H3K14ac (using 13HH3-1A5 antibody), we performed ChIP-qPCR on randomly selected genomic loci enriched for H3K9ac and H3K14ac. 

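The primer pairs of Table S1 were placed on the genome by their sequences, and tags were counted in 1000 bp around the centre of each amplicon. Of the 7 sites tested for H3K9ac, 4 lay in an H3K9ac peak, and their log2 ratios of H3K9ac over input ran from -0.36 to 3.78. The highest was at Hspd1 (chromosome 1, 55144286 to 55144421, within 2 kb upstream of a TSS), with 161 H3K9ac tags and 8 input tags. The lowest was at a site in an intron on chromosome 3 (54519344 to 54519520), with 22 H3K9ac tags and 24 input tags. The H3K9ac sites without a peak all lie close together in introns on chromosome 3, from 54515124 to 54519520. One of them had 19 H3K9ac tags against 2 input tags, a log2 ratio of 2.18 (exact 95% interval 0.93 to 6.13). The primers listed for H3K14ac mark 6 distinct sites, because the pairs named H3K14ac-30 and H3K14ac-26 give the same amplicon at Hnrnpa2b1. All 6 lay in an H3K9ac peak and 3 in a 13HH3-1A5 peak, and their log2 ratios of 13HH3-1A5 over input ran from 0.35 to 2.40. At the Hnrnpa2b1 site (chromosome 6, 51419684 to 51419809), 80 tags of 13HH3-1A5 stood against 12 input tags, a log2 ratio of 2.40 with an exact 95% interval of 1.69 to 3.59. At the Cbara1 site (chromosome 10, 59165359 to 59165510, in a UTR exon), the log2 ratio was 0.35 (-0.62 to 1.44), which is not distinguishable from input at this depth. The control amplicon lies upstream of the TSS of Plagl1, in an H3K9ac peak and in no 13HH3-1A5 peak. The log2 ratio over input there was 0.96 (0.13 to 2.07) for H3K9ac and -1.32 (-3.48 to -0.09) for 13HH3-1A5.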

All the selected peaks of H3K9 and H3K14 acetylation from the ChIP-seq experiments were validated by ChIP-qPCR ( Additional file 3: Figure S3 and Additional file 4: Table S1.

In order to test whether H3K9ac and H3K14ac modifications have differential preference over various chromatin regions, we compared their presence over promoters (2000 bp upstream of transcription start sites (TSSs)), coding exons, introns and distal intergeneic regions (Figure 1A), which represent 2.5%, 1.6%, 38.7% and 57.2% of the total genome, respectively [22]. 

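The median width of the peaks was 750 bp for H3K9ac and 550 bp for H3K14ac with either antibody. The H3K9ac peak with the most tags over scaled input lies on chromosome 7 (3198201 to 3215650) between genes, 2977 bp from the microRNA gene Mir290, with 1998 tags against 139 scaled input tags. The second lies on chromosome 19 (5796001 to 5811550) over the exons of the noncoding gene Malat1, with 1848 tags against 174. The third lies on the same chromosome (23158201 to 23170600), 7858 bp from the lincRNA gene C330002G04Rik, with 1623 tags against 97.2. The 3 H3K14ac peaks of 13HH3-1A5 with the most tags over scaled input all lie on chromosome Y, outside annotated genes. They run from 2779451 to 2784650 with 1149 tags against 337, from 2886151 to 2893000 with 1054 against 395, and from 2897201 to 2902750 with 707 against 175. The first 3 peaks of 7G8 also lie on chromosome Y, and the highest of them spans 2779401 to 2784700 with 1569 tags against 372. Tags of the ChIP libraries outside peaks were more numerous than input tags on the whole of chromosome Y, at 5.03 times the input for 13HH3-1A5.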

First, peaks of H3K9ac and H3K14ac local enrichment were determined after sequence alignment and normalization to input DNA using MACS [23]. Our analyses show that H3K9ac and H3K14ac peaks are distributed over all four genomic regions and the frequency of distribution over promoters is 13.2% and 12.4%, respectively (Figure 1A). However, approximately 85% of both the H3K9ac and H3K14ac marks are observed in distal intergenic and intronic regions with significant enrichments, comparable to promoters ( Additional file 5: Figure S4), suggesting that these two modifications may have a role at distal intergeneic and intronic regions. 

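Peaks were assigned by their centre, with promoters first, then exons, introns and distal intergenic regions, and 95% intervals are exact binomial ones. Of the H3K9ac peaks, 11.1% (10.8% to 11.3%) lay in promoters, 7.45% in coding exons, 47.0% in introns and 28.4% in distal intergenic regions. Of the H3K14ac peaks with 13HH3-1A5, 6.64% (6.42% to 6.87%) lay in promoters, 5.31% in coding exons, 50.4% in introns and 34.0% in distal intergenic regions. Promoters make up 2.35% of the sequenced genome in this annotation, coding exons 1.33%, introns 34.9% and distal intergenic regions 59.0%. Relative to their share of the genome, promoters held 4.70 times as many H3K9ac peaks and 2.82 times as many H3K14ac peaks, and coding exons exceeded promoters for both marks, with 3.99 times as many for H3K14ac. This order reversed for both marks with promoters of 1 kb, at 4.23 against 3.99 times for H3K14ac, and with promoters of 2 kb on both sides. It also reversed for H3K9ac at the threshold of 1e-10, at 8.24 against 6.71 times, and with 7G8, at 6.09 against 1.97 times. The promoter definition moved the promoter shares most: with promoters extending 2 kb on both sides of the TSS, 25.7% of the H3K9ac peaks and 16.3% of the H3K14ac peaks lay in them.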

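Introns and distal intergenic regions together held 75.4% (75.1% to 75.7%) of the H3K9ac peaks and 84.4% (84.0% to 84.7%) of the H3K14ac peaks with 13HH3-1A5. These regions make up 93.9% of the genome, so peaks were found there at 0.803 times their share of the genome for H3K9ac and 0.899 times for H3K14ac. Taken apart, introns held peaks at 1.35 and 1.45 times and distal intergenic regions at 0.481 and 0.575 times their share. The threshold of 1e-10 moved the joint share most, to 64.9% for H3K9ac and 75.7% for H3K14ac. In 1000 bp around the peak centre, mean H3K9ac tags were 5.07 times the input at promoters, 3.71 times in introns, 3.54 times in distal intergenic regions and 3.41 times in coding exons. For 13HH3-1A5 the mean was 3.30 times the input at promoters, 2.91 times in distal intergenic regions and 2.72 times in coding exons, with introns between the last 2. Peaks were chosen for enrichment over input, so these ratios lie above 1 by construction and compare the regions only.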

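A peak of H3K9ac lay within 2 kb of the TSS of 14586 of the 22367 protein-coding genes (65.2%). For H3K14ac with 13HH3-1A5 this held for 6288 TSSs (28.1%). Both marks had a peak at 5943 TSSs, which is 94.5% of the TSSs with an H3K14ac peak and 40.7% of those with an H3K9ac peak. H3K14ac alone had a peak at 345 TSSs, H3K9ac alone at 8643, and neither mark at 7436. The list of TSSs with a peak of either mark therefore held 14931 TSSs.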

Further to compare H3K9 and H3K14ac marks, a combined list of binding sites at transcription start sites (TSSs) was established containing 15595 TSSs. The comparison of H3K9ac and H3K14ac over these TSSs shows a Pearson correlation coefficient of 0.73 (Figure 1B), suggesting that the studied two H3 acetylation marks are present simultaneously on promoters (Figure 1C). Moreover, H3K9 and H3K14 acetylations have a characteristic bimodal distribution around the TSSs, with one peak upstream of the TSS, another single peak (stronger in the case of H3K14ac) downstream of the TSS, and depletion of the signal right on the TSS (Figure 1C). 

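Tags were counted within 2 kb of each TSS of the list with a peak of either mark, and densities were compared as log10 of tags per 10000000 plus 1. Across these sites, Pearson's r between H3K9ac and H3K14ac (13HH3-1A5) was 0.468 (95% interval 0.455 to 0.480) and Spearman's rho was 0.409. Sites are not replicates, so no p-value is attached to r. Of the alternatives set before the data were examined, the other H3K14ac antibody moved r most, to 0.718 (0.710 to 0.726) between H3K9ac and 7G8. In windows of 1 kb on each side r was 0.455, and with the scaled input subtracted it was 0.420. From this correlation, the paper proposes that both acetylation marks are present at the same promoters.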

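The mean density in bins of 100 bp was divided by that of the input over the TSSs with a peak of either mark. H3K9ac reached 5.62 times the input 250 bp upstream of the TSS and 5.62 times 150 bp downstream, and fell to 3.68 times 50 bp upstream of the TSS. The upstream maximum was 0.999 times the downstream maximum (95% interval 0.977 to 1.02). H3K14ac with 13HH3-1A5 reached 1.74 times the input 350 bp upstream and 2.35 times 250 bp downstream, with 1.54 times the input between them. Its upstream maximum was 0.738 times (0.719 to 0.758) its downstream maximum. With antibody 7G8 the order of the H3K14ac maxima changed, since the upstream maximum (1.97 times the input) was 1.10 times the downstream one (1.79 times). This held over input only, since without division by the input the upstream maximum of 7G8 was 0.887 times the downstream one. Input tags were themselves uneven and peaked 150 bp downstream of the TSS, at 1.61 times their level at the ends of the 5 kb on each side. Without division by the input, H3K9ac reached 11.6 times the genome mean, and its upstream maximum was 0.666 times the downstream one. The intervals come from the tag counts and do not cover variation between libraries.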

To examine the distribution of these two histone marks over the gene body, composite profile of both marks spanning the entire gene body and extending 5 kb upstream from TSSs and 5 kb downstream of the 3’ end of the genes for combined list of binding sites over TSSs (15595) was generated (Figure 1D). 

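Densities over input were also collected along the 12545 genes of at least 5 kb with a peak of either mark at the TSS. H3K9ac was 5.22 times the input in the last 500 bp before the TSS and 5.30 times in the first 1% of the gene body. It fell to 2.14 times between 10% and 20% of the gene length and to 1.32 times in the last 50% of the gene. H3K14ac with 13HH3-1A5 was 1.65 times the input in the last 500 bp before the TSS, 1.91 times in the first 1% of the gene body and 1.00 times in its last 50%. In the 5 kb downstream of the 3′ end, H3K9ac was 1.47 times and H3K14ac 1.04 times the input.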

The H3K9ac and H3K14ac distribution profiles around TSSs suggest that both marks are predominantly located in regions surrounding the TSSs of genes. Further to confirm that the co-occupancy of H3K9 and H3K14 observed is not because of cellular heterogeneity, we performed sequential ChIP for H3K9ac followed by H3K14ac (Figure 1E). Sequential ChIP demonstrates that genomic loci are acetylated simultaneously both at H3K9 as well H3K14. Thus, our analyses suggest that on the genome H3K9ac and H3K14ac are mostly present at distal intergenic and intronic regions, specifically enriched at promoters when localized in the vicinity of genes and that the two acetylation marks co-occur at promoters as well as other locations. 

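Of the H3K14ac peaks called with 13HH3-1A5, 47.4% (exact 95% interval 46.9% to 47.8%) overlapped an H3K9ac peak by at least 1 bp. When the peaks were moved to random places on their chromosome 100 times, 5.05% overlapped on average and at most 5.58%. In the other direction, 27.1% of the H3K9ac peaks overlapped an H3K14ac peak, against 3.06% of moved peaks. The overlap rose with the strength of the H3K14ac peaks. It was 98.2% for the strongest 1000 peaks, 82.2% for the strongest 5000 and 61.2% for the strongest 20000. The antibody moved this share most, since 67.3% of the peaks called with 7G8 overlapped an H3K9ac peak. Between the 2 antibodies against H3K14ac, 21.2% of the 13HH3-1A5 peaks overlapped a 7G8 peak (1.28% of moved peaks), and 40.7% of the 7G8 peaks overlapped a 13HH3-1A5 peak (2.42% of moved peaks). Across 2372681 bins of 1 kb with at least 1 input tag, Pearson's r of log2 tags per 10000000 plus 1 was 0.681 between H3K9ac and 13HH3-1A5, 0.709 between 13HH3-1A5 and 7G8, and 0.611 between 13HH3-1A5 and input. The paper draws on the regions that hold the peaks, on the shared sites and on sequential ChIP at selected loci. From these it proposes that both marks lie mostly outside promoters, are enriched at promoters near genes, and co-occur.

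**Figure D1:**
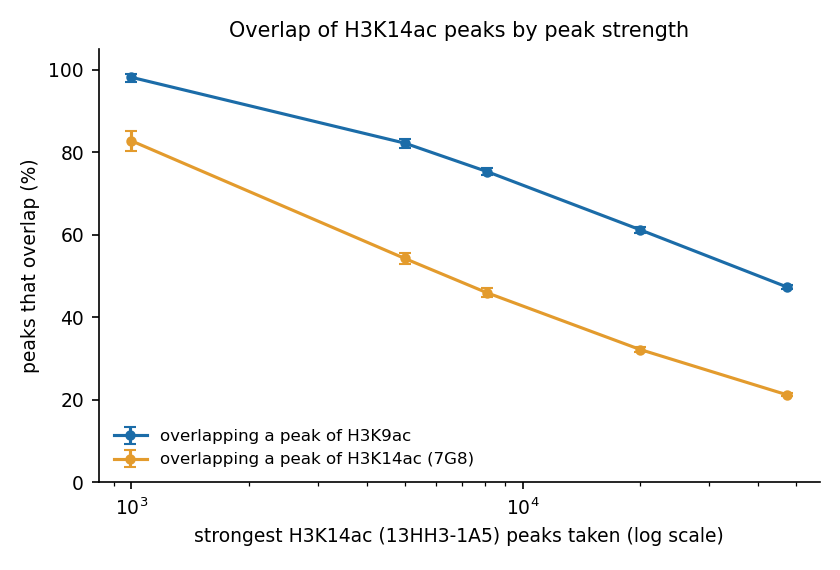
Percentage of the strongest H3K14ac peaks (13HH3-1A5) that overlap a peak of H3K9ac or of H3K14ac with antibody 7G8, by the number of peaks taken (log scale), with exact 95% binomial intervals. The overlap with H3K9ac falls from 98.2% of the strongest 1000 peaks to 47.4% of all 47420, and that with 7G8 from 82.8% to 21.2%.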

**Figure 1:**
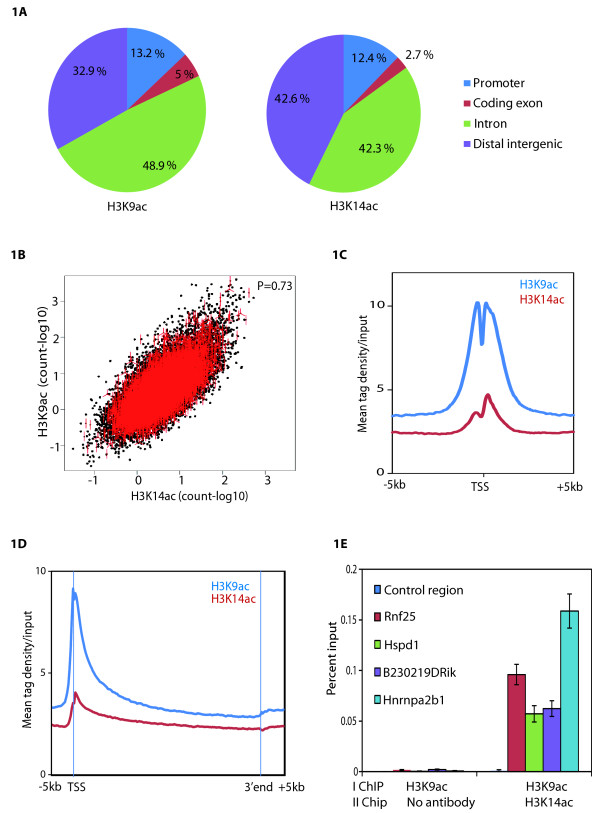
**Genomic distribution of H3K9ac and H3K14ac in mES cells. **(**A**) Distribution of H3K9ac and H3K14ac peaks over the promoters (2000 bp upstream of TSS,), coding exons, introns and distal intergenic regions. Many of the H3K9 and H3K14 acetylation peaks are at distal intergenic regions. (**B**) Dot plot representation of genome-wide co-localization analysis of the H3K9ac and H3K14ac modifications over the 15595 combined promoter list of H3K9 and H3K14ac suggests a strong correlation between these two modifications at promoters. (**C**) Average input normalized profile of 15595 combined promoter list of H3K9 and H3K14ac around the transcription starts sites shows bimodal distribution. (**D**) Average input normalized whole gene profiles for H3K9ac and H3K14ac modifications over 15595 combined promoter list of H3K9 and H3K14ac. (**E**) Sequential ChIP–qPCR quantification for co-occupancy of H3K9ac (primary ChIP) and H3K14ac (secondary ChIP) at randomly selected H3K9 and H3K14 acetylated loci suggest that these loci are co-marked with H3K9 as well H3K14 acetylation. Enrichment after first ChIP using H3K9ac followed by re-ChIP with no antibody was used as a control. Primer sequences used in ChIP-qPCR is provided in Additional file 4: Table S1. Error bars represent the standard deviation for three technical replicates.

### Levels of H3K9 and H3K14 acetylations correlate with the magnitude of gene expression

Global transcription is a hallmark of pluripotent ES cells that contributes to plasticity and lineage specification [24]. Histone modifications are known to act in a combinatorial fashion to determine the overall outcome of the gene expression [3]. To explore the correlative relationship between various active histone marks detected at promoters and the transcription of the corresponding genes in mES cells, we compared the level of various active histone marks with the transcriptional level of the genes. Densities of active histone marks (H3K9ac, H3K14ac, H3K4me3 and H3K27ac), as well as total H3 and RNA polymerase II (Pol II), within a 3000 bp window flanking the TSSs of the expressed genes (12100) were collected. All expressed genes [8] were divided into ten categories ranked on the basis of their expression level. Presence of various active histone marks was analyzed over these categories. Analysis of histone H3 occupancy, histone modifications (H3K9ac, H3K14ac, H3K4me3 and H3K27ac) and Pol II around the TSSs suggest that depletion of the total histone H3 signal and enrichment of the active promoter marks (H3K9ac, H3K14ac, H3K4me3 and H3K27ac) at or around TSSs correlate with the increase in gene expression levels. 

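The width of the average profile at the TSSs with a peak of either mark was measured for the acetylation marks, without the expression classes, which were not used here. Taken at the middle of its height above the level at the ends of the 5 kb on each side, the profile over input was 2000 bp wide for H3K9ac, 1300 bp for H3K14ac with 13HH3-1A5 and 2100 bp for H3K14ac with 7G8. Without division by the input, the widths were 1100 bp, 600 bp and 1700 bp. At 20% of the height, the profile over input was 3100 bp wide for H3K9ac, 2300 bp for 13HH3-1A5 and 3000 bp for 7G8, and without division by the input 2200 bp, 1700 bp and 2500 bp. H3K9ac was thus wider than 13HH3-1A5 on each of these measures and narrower than 7G8 on all of them except over input at 20% of the height.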

Interestingly, H3K9ac is more spread than the other analyzed active histone marks around the TSSs (Figure 2). While Pol II is enriched at or slightly downstream of the TSSs, on these sites the nucleosomes (H3) are depleted (Figure 2). This genome-wide observation with various active histone marks is consistent with the notion that H3K9ac and H3K4me3 near the TSSs destabilize interaction between histones and DNA leading to nucleosome eviction [25,26]. Taken together, these results suggest that level of active histone marks (H3K4me3, H3K9ac, H3K14ac and H3K27ac) over the active promoter chromatin state correlates with the magnitude of gene expression. 

**Figure 2:**
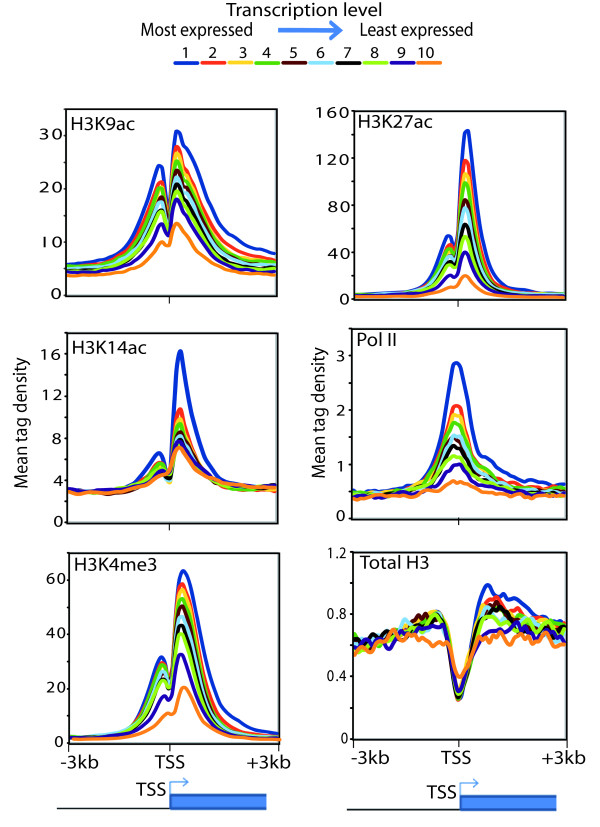
**Level of H3K9 and H3K14 acetylation correlates with magnitude of gene expression. **A total of 12000 expressed genes in mES cells were divided into ten groups based on their expression levels, from the top 10% (blue, group 1) to the lowest 10% (purple, group 10). Mean tag densities of active histone marks; H3K9ac, H3K14ac, H3K4me3, H3K27ac and Pol II within (-/+) 3 kb are positively correlated with the transcription level of the genes. On the other hand, total H3 densities in the same regions are negatively correlated with the transcription level.

### H3K9 and H3K14 acetylation levels correlate with the CpG content

Cytosine-phosphate diester-guanine (CpG) islands are usually found at the 5’ end of the regulatory regions of genes [27]. CpG islands are GC rich, predominantly non-methylated and their content correlates with H3K4me3 chromatin modification. To explore the relationship between the CpG content and the levels of H3K9ac and H3K14ac, we took all the CpG island sites (16026) from UCSC genome browser [28] and sorted them according to their CpG content. On these CpG islands, which are sorted on the basis of their increasing CpG content, we looked for the H3K9ac and H3K14ac profile. 

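CpG islands were found on the mm9 sequence by a length of at least 200 bp, a GC content of at least 0.5 and a ratio of observed to expected CpGs of at least 0.6, which gave 26897 islands. Tags were counted within 1 kb of each island's centre. Across islands, Spearman's rho between the number of CpGs and the tags was 0.558 for H3K9ac, 0.492 for H3K14ac with 13HH3-1A5, 0.437 for H3K14ac with 7G8 and 0.328 for input. In the 10% of islands with the fewest CpGs (median 16), the median was 2.16 tags per 10000000 for H3K9ac and 2.31 for 13HH3-1A5. In the 10% with the most CpGs (median 150), it was 51.3 for H3K9ac and 22.2 for 13HH3-1A5, while input rose from 3.62 to 10.4. Taken as log2 over input, an alternative chosen after seeing the values, rho was 0.559 for H3K9ac and 0.438 for 13HH3-1A5. Among the 10834 islands within 1 kb of a TSS, also chosen afterwards, rho was lower, at 0.166 for H3K9ac, 0.310 for 13HH3-1A5 and -0.0600 for 7G8, so the direction held for 13HH3-1A5 and not for 7G8. Nearness to a TSS moved rho more than any other choice for H3K9ac.

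**Figure D2:**
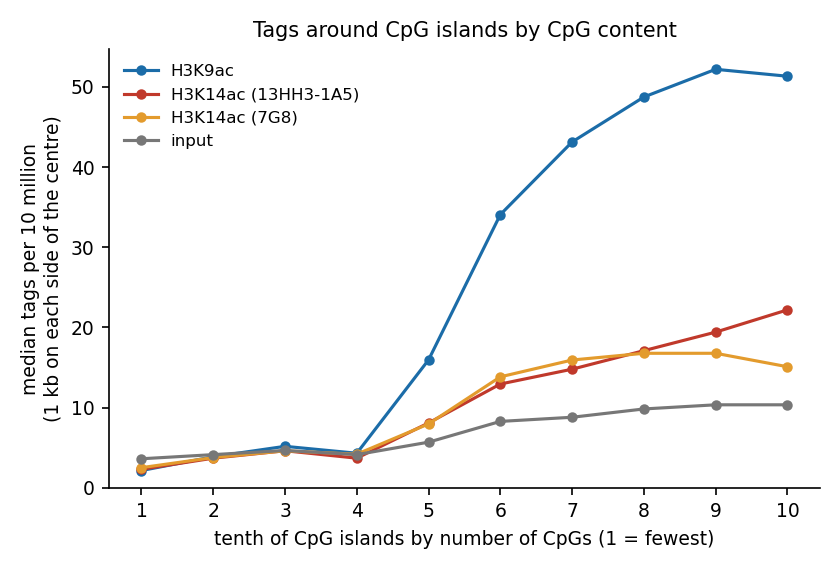
Median tags per 10000000 within 1 kb of the centre of CpG islands, in 10 groups of equal size of the 26897 islands by their number of CpGs, for H3K9ac, H3K14ac with each antibody, and input. H3K9ac rises to 52.2 in the ninth group, H3K14ac with 13HH3-1A5 to 22.2 in the last group, and input to 10.4.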

We found that indeed CpG content correlates with the level of H3K9 and H3K14 acetylation, as acetylation over those sites increases in parallel with the CpG content (Figure 3). This in turn suggests that the levels of H3K9 and H3K14 acetylations on the nucleosomes positioning around the TSSs of the promoters correlate with the CpG content of the underlying DNA sequence. This is in accordance with the fact that CpG enriched genes are generally housekeeping and are widely expressed [8,29]. 

**Figure 3:**
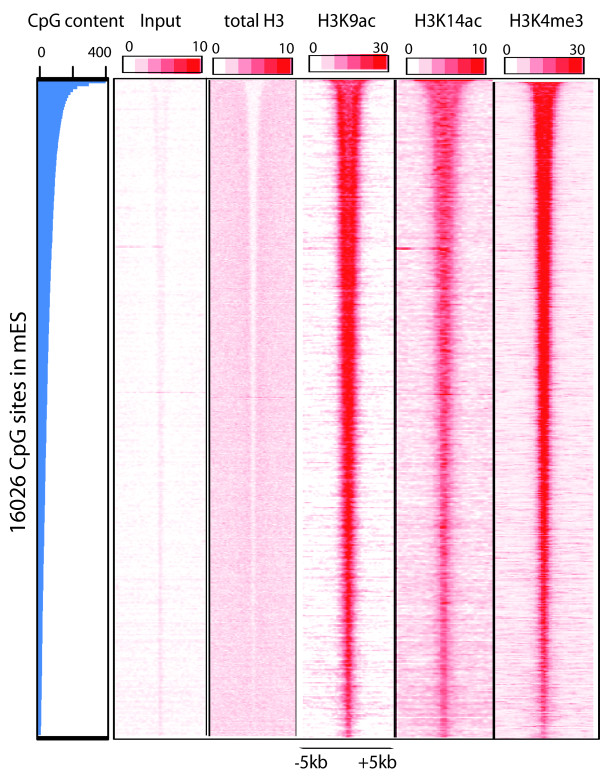
**Correlation between the CpG content and the H3K9ac and H3K14ac level. **16026 CpG island sites associated with genes were sorted in descending order (top to bottom) on the basis of CpG content and the total H3, H3K9ac, H3K14ac and H3K4me3 were examined over them. CpG content on these sites correlates with the level of H3K9 and H3K14 acetylation as well as with the H3K4me3.

### H3K9 and H3K14 acetylations occur at active enhancers

Transcription from enhancers resulting in enhancer RNAs (eRNAs) play important regulatory role in maintenance of gene expression programs [30-32]. Enhancers are key cis-regulatory elements that can affect gene expression independent of their orientation or distance in a cell type specific manner [9]. Enhancers are marked by the presence of H3K4me1, DNase I hypersensitivity and histone acetyl transferases such as p300 [4,9] or the GCN5/PCAF-containing ATAC complex [10]. The important proportion of H3K9 and H3K14 acetylation sites in distal intergenic regions (Figure 1A) motivated us to further analyze these sites for the presence of various histone modifications, Pol II and p300 that are indicative of enhancers. Identification of H3K9ac and H3K14ac peaks in intergenic regions is described in Materials and Methods. During this analysis we found a strong correlation between H3K9ac or H3K14ac intergenic sites with either, H3K4me1, H3K27ac, the presence of Pol II and p300 suggesting that H3K9ac and H3K14ac mark also enhancers ( Additional file 6: Figure S5). To confirm the presence of H3K9ac and H3K14ac over enhancers, we took 25036 putative enhancers reported in mES cells [11] and subjected them to k-means clustering using seqMiner [33]. Further, H3K27ac was used to distinguish active and inactive/poised enhancers. Our analyses show that active enhancers are marked by the strong presence of H3K9ac and H3K14ac along with H3K27ac and H3K4me1 (Figure 4A and 4B) and those inactive/poised enhancers are marked by the presence of H3K4me1 together with relatively weak levels of H3K14ac (Figure 4A and 4C). Thus, our study suggests that H3K9ac and H3K14ac mark enhancers and can further discriminate active enhancers from poised/inactive enhancers. 

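The list of putative enhancers was not used here, and the windows of the browser tracks in Figures 4B and 4C were measured instead. In the window of the active enhancer between Stoml1 and Loxl1 (chromosome 9, 58115001 to 58135000), the log2 ratio over input was 2.40 (exact 95% interval 2.20 to 2.63) for H3K9ac, 1.32 (1.09 to 1.56) for H3K14ac with 13HH3-1A5 and 1.13 (0.90 to 1.38) with 7G8. All 3 libraries had a peak in it. In the window of the poised or inactive enhancer at Stard8 (chromosome X, 96230001 to 96280000), the log2 ratio was -0.20 (-0.39 to -0.02) for H3K9ac, -0.52 (-0.72 to -0.33) for 13HH3-1A5 and -0.71 (-0.91 to -0.51) for 7G8. H3K9ac had a peak in this window and neither H3K14ac library did. Over the whole of chromosome X, outside peaks, the ratio to input tags was 0.747 for H3K9ac, 0.665 for 13HH3-1A5 and 0.772 for 7G8.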

**Figure 4:**
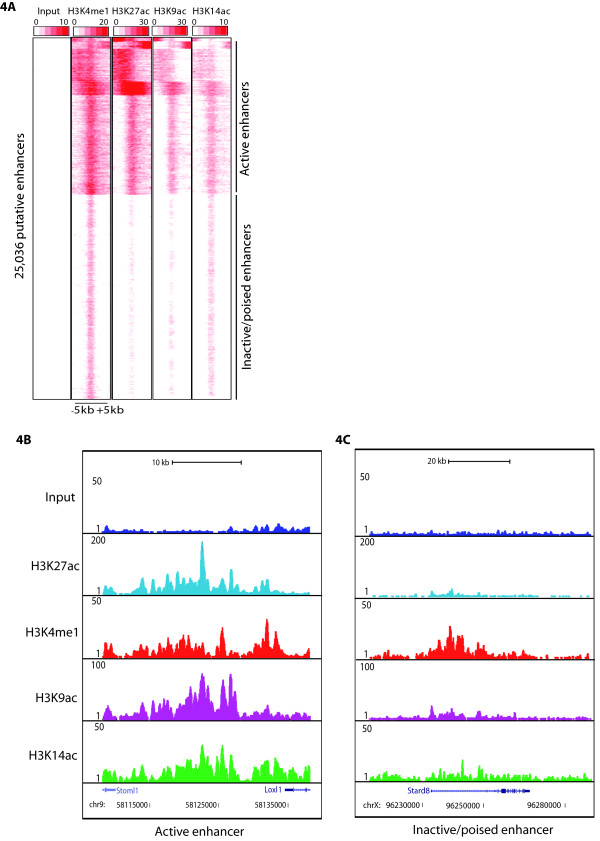
**H3K9ac and H3K14ac mark active enhancers along with H3K27ac. **(**A**) Heatmap of the signal density using k-means clustering observed on 25036 putative enhancers (-/+ 5 kb) from mES cells for H3K4me1 (mark of putative enhancers), H3K27ac, H3K9ac and H3K14ac. On the basis of presence or absence of H3K27ac enhancers are categorized as active or poised/inactive. UCSC genome browser track of representative examples of (**B**) active enhancer and (**C**) poised/inactive enhancer. Active enhancers have significant enrichment of H3K9ac and H3K14ac as compared to poised/inactive enhancers as was observed for H3K27ac.

### Bivalent promoters are also marked by H3K9 and K14 acetylation in pluripotent mES cells

Many promoters of developmentally regulated genes in mES cells are marked by H3K4me3 (active histone mark) as well as polycomb mediated repressive histone mark, H3K27me3 [6,7] and are known as bivalent promoters. Recent studies have shown that these bivalent promoters are also bound by Pol II and are transcribed at very low level [34]. As these promoters have H3K4me3 and show a very low level of active transcription we looked for the presence of H3K9 and H3K14 acetylation over the bivalent promoters to see if this low level of transcription would also associated with acetylation on these promoters.

In order to test the presence of H3K9 and H3K14 acetylations over the bivalent promoters, all the 27095 mouse promoters from UCSC genome browser were taken [28] and subjected to k-means clustering using seqMiner [33]. H3K4me3 and H3K27me3 (dual hallmarks of bivalent promoters) were used to get the bivalent loci. Pol II was included in the clustering to differentiate active and inactive genes. The resulting heatmap is shown in Figure 5A. In agreement with previous genome-wide studies, there are three distinct categories of loci. In respect to the studied acetylation (i) active loci marked by Pol II, H3K4me3, and devoid of strong H3K27me3 signals are highly enriched in H3K9ac and H3K14ac, (ii) bivalent loci, which are marked by H3K4me3, H3K27me3 and low Pol II signals contain both H3K9ac and H3K14ac signals, and (iii) inactive loci, on which either of the above signals is missing. Our analysis suggests that indeed on bivalent promoters H3K9 and H3K14 acetylations occur together with H3K4 and H3K27 trimethylations (Figure 5A). 

**Figure 5:**
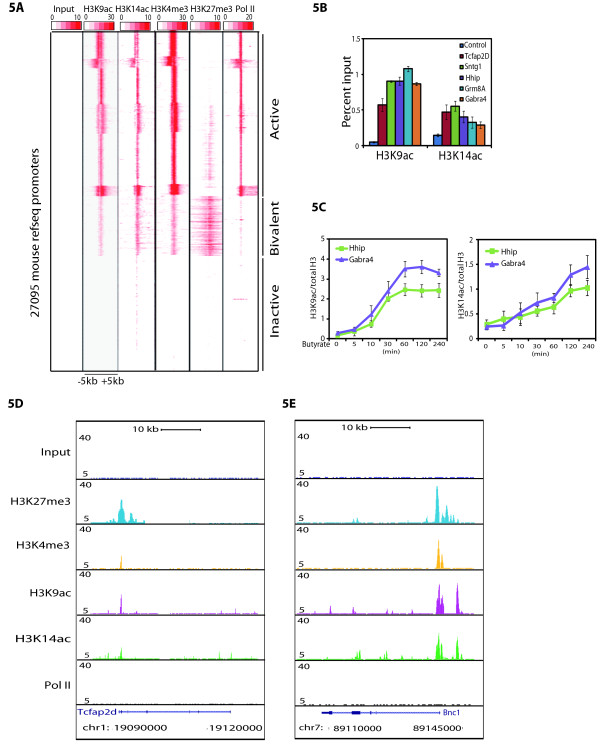
**H3K9ac and H3K14ac associate with active as well as bivalent promoters. **(**A**) Heatmap of the signal density using k-means clustering observed on 27095 mouse refseq promoters (-/+5 kb) for H3K9ac and H3K14ac along with H3K4me3 and H3K27me3 (hallmark of bivalent promoters) and Pol II. The clustering of density map shows three different categories of genes. Active promoters having H3K9ac, H3K14ac, H3K4me3 and Pol II, bivalent promoters showing H3K4me3 and H3K27me3 along with H3K9ac and H3K14ac, and inactive promoters lacking all above marks along with Pol II. (**B**) Presence of H3K9ac and H3K14ac over randomly chosen bivalent loci was validated by ChIP-qPCR. (**C**) Increase in the H3K9 and H3K14 acetylation over bivalent promoters (Hhip and Gabra4) following HDAC inhibition by sodium butyrate. The presence of H3K9ac and H3K14ac over these bivalent loci at the indicated time points after the sodium butyrate treatment was measured by ChIP-qPCR. ChIP signals for H3K9ac and H3K14ac were normalized to total H3. Primer sequences used in ChIP-qPCR is provided in Additional file 4: Table S1. Error bars represent the standard deviation for three technical replicates. (**D** and **E**) UCSC genome browser track of two representative examples of loci showing H3K9ac and H3K14ac over the bivalent promoters.

To test the presence of H3K9ac and H3K14ac over bivalent promoters, we took a subset of randomly selected loci and successfully validated them by ChIP-qPCR (Figure 5B). Further to test if H3K9ac and H3K14ac are functional at these bivalent loci, a HDAC inhibitor and followed the level of H3K9ac and H3K14ac over time. First, Oct4 levels were monitored by Western blot to assess the pluripotent state of the ES cells at various time points after sodium butyrate treatment. We found that Oct4 levels are comparable in non-treated and sodium butyrate treated ES cells at various time points ( Additional file 7: Figure S6), suggesting that the pluripotent state of the cells did not change during the treatment. Next we analyzed two selected loci for the presence of H3K9ac and H3K14ac during the sodium butyrate treatment. We found that inhibition of HDACs by sodium butyrate leads to increase in H3K9ac and H3K14ac suggesting that these marks are indeed functionally deposited and are actively maintained (Figure 5C). 

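At the bivalent loci tested by ChIP-qPCR or shown as tracks, tags were counted within 2 kb of the TSS. All 6 loci had an H3K9ac peak, and Tcfap2d and Bnc1 also had a 13HH3-1A5 peak. At Tcfap2d (chromosome 1, 19091103 to 19095102), the log2 ratio over input was 0.95 (exact 95% interval 0.26 to 1.79) for H3K9ac and 1.17 (0.50 to 2.01) for H3K14ac with 13HH3-1A5. At Bnc1 (chromosome 7, 89135185 to 89139184), it was 0.92 (0.43 to 1.49) for H3K9ac and 0.86 (0.35 to 1.44) for 13HH3-1A5, but -0.42 (-1.10 to 0.21) with antibody 7G8. Grm8 reached 1.54 (1.07 to 2.14) for H3K9ac and 0.49 (-0.10 to 1.12) for 13HH3-1A5, and 7G8 had a peak there with 0.46 (-0.11 to 1.09). At Hhip and Gabra4, H3K9ac stood at 1.06 (0.45 to 1.81) and 0.66 (0.14 to 1.25) over input, while the intervals of 13HH3-1A5 at both reached below 0. With 7G8 the ratio at Hhip was 0.71 (0.06 to 1.47) without a peak. Neither mark could be told from input over the whole window at Sntg1, where the log2 ratio was 0.32 (-0.22 to 0.90) for H3K9ac and -0.48 (-1.17 to 0.14) for 13HH3-1A5.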

UCSC genome browser tracks of two representative examples on previously characterized bivalent promoters [8] harboring the H3K9ac and H3K14ac over the promoters along with H3K4me3 and H3K27me3 are shown in Figure 5D and 5E. Thus, our genome-wide analyses show that H3K9ac and H3K14ac mark bivalent promoters along with active (H3K4me3) and repressive (H3K27me3) histone marks over developmentally regulated genes in undifferentiated ES cells.

### Differential correlation of H3K14ac with repressive histone marks as compared to H3K9ac

We next analyzed co-localization of the H3K9 and H3K14 acetylation marks with various active and repressive histone modifications. The Pearson correlation coefficient was calculated for these modifications in a window of 2 kb upstream and downstream the TSSs of all the mouse refseq genes (27095). 

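Of the modifications in this comparison, H3K9ac and H3K14ac were measured here over all 22367 TSSs, and the published data sets of the other marks were not used. Pearson's r of log10 densities within 2 kb of the TSS was 0.845 between H3K9ac and 13HH3-1A5, 0.870 between H3K9ac and 7G8, and 0.919 between 13HH3-1A5 and 7G8. Against input, r was 0.621 for H3K9ac, 0.807 for 13HH3-1A5 and 0.795 for 7G8. Spearman's rho between H3K9ac and 13HH3-1A5 was 0.697. At the 7436 TSSs with no peak of either mark, r against input was 0.892 for H3K9ac and 0.919 for 13HH3-1A5. Between H3K9ac and 13HH3-1A5, r was 0.919 at these TSSs, so a high r does not by itself show shared acetylation. These are correlations across sites within single libraries.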

Heatmap of various histone modifications suggest that active histone marks have high correlation and are grouped together for efficient gene expression (Figure 6A, blue square). Surprisingly, we observed higher correlation of H3K14ac with various repressive marks, such as H3K27me3 and H3K9me3, when compared to H3K9ac (Figure 6A, red square). To further test the association of H3K14ac with inactive marks, H3K27me3 and H3K9me3, we took 7924 inactive genes, which lack Pol II and H3K4me3 (Figure 5A) and calculated the ratio of H3K14ac/H3K9ac tag density. The ratio of H3K14ac/H3K9ac is significantly higher over inactive genes as compared to active genes suggesting that H3K14ac is specifically and significantly enriched at inactive genes (Figure 6B). 

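The inactive genes of the paper rest on Pol II and H3K4me3 data that were not used here, so the ratio is given for the loci the paper names and for classes of TSSs made from the annotation. Within 2 kb of the TSS, the log2 ratio of H3K14ac (13HH3-1A5) to H3K9ac was -1.51 (exact 95% interval -2.18 to -0.99) at Rnf25, -1.83 at Hspd1, -1.66 at B230219D22Rik and -1.78 at Hnrnpa2b1, the loci with active or acetylated promoters. At the inactive loci it was 0.52 (-0.11 to 1.21) at 4930486L24Rik (chromosome 13, 60963777 to 60967776) and 0.53 (-0.20 to 1.36) at Dsc1 (chromosome 18, 20271274 to 20275273). The median of the inactive loci lay 2.24 above that of the active ones (1.79 to 2.74 from counting error). The median of the bivalent loci lay 1.27 (0.93 to 1.61) above that of the active ones, and this fell to 0.69 when the scaled input was subtracted. H3K14ac over input was 0.93 (0.24 to 1.79) at 4930486L24Rik and -0.12 (-0.83 to 0.59) at Dsc1, and neither had a peak. At Rnf25, among the active or acetylated loci, it was -0.52 (-1.25 to 0.14), without an H3K14ac peak of either antibody. The median log2 ratio was -1.38 at the 12290 TSSs within 1 kb of a CpG island, 0 at the 10077 TSSs without one, and 0.09 at the TSSs of 1497 sensory receptor genes. Scaled on background bins in place of total tags, these medians were -1.74, -0.31 and -0.15. At the sensory receptor TSSs the median of H3K14ac over input was -0.31 and that of H3K9ac over input -0.47, so both lay below input when scaled by total tags. For 13HH3-1A5 the factor of ChIP to input tags was 1.12 by total tags and 0.869 by background bins. For H3K9ac it was 1.20 and 0.728, so scaling on background bins would raise both medians. Windows of the same GC content away from genes and peaks had lower medians over input, at -0.39 and -0.59. With 7G8 the median over input at the sensory receptor TSSs was 0.12 and the median log2 ratio to H3K9ac was 0.60. From the higher ratio over inactive genes, the paper proposes that H3K14ac is enriched there relative to H3K9ac.

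**Figure D3:**
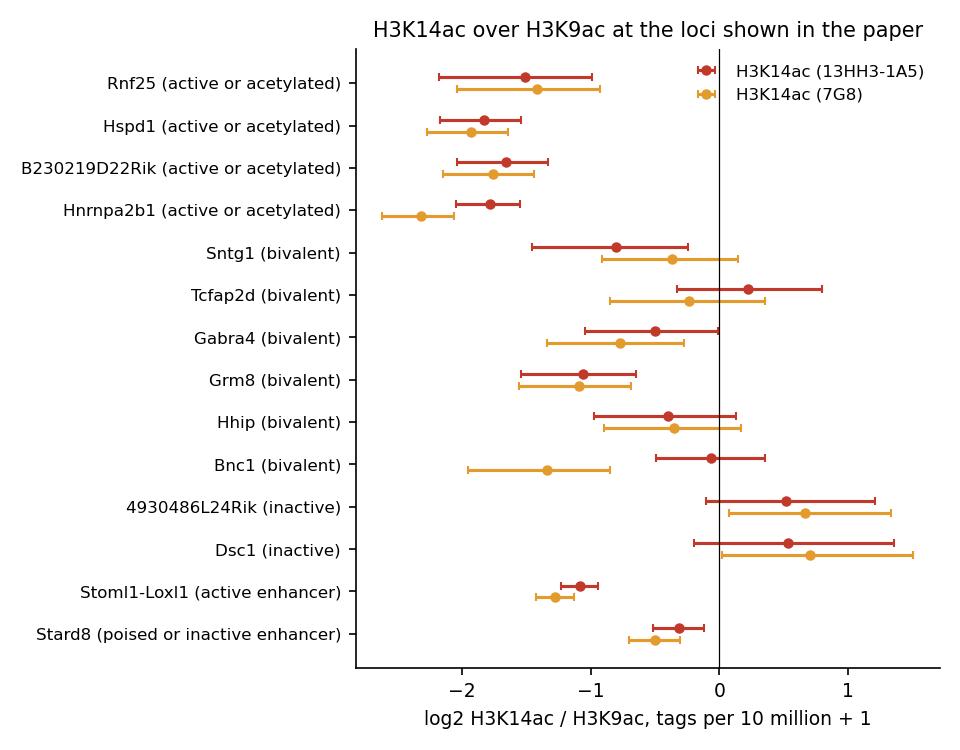
Log2 ratio of H3K14ac to H3K9ac (tags per 10000000 plus 1) at the 14 loci the paper shows, for both H3K14ac antibodies, with exact 95% intervals from the tag counts. The 4 active loci lie below -1.4 with 13HH3-1A5, and the 2 inactive loci lie at 0.52 and 0.53.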

In Figure 6B we used H3K4me3, Pol II signals distinguish active TSSs from inactive ones. To further strengthen our observations we took the 500 weakest (or not expressed) and the 500 highest expressed gene promoters, but this time based on their expression profiles as calculated from RNA-seq data (kindly provided by the D. Schübeler), and calculated the ratio of H3K9 and H3K14 acetylation tag densities over the least expressed and highly expressed promoters. This analysis again shows that H3K14ac is specifically enriched at the weakest (or inactive) promoters as compared to H3K9ac ( Additional file 8: Figure S7). This in turn suggests that H3K14ac, which is generally considered as a mark of active promoters along with other acetylation marks, can also mark inactive promoters, although to a lesser extent.

**Figure 6:**
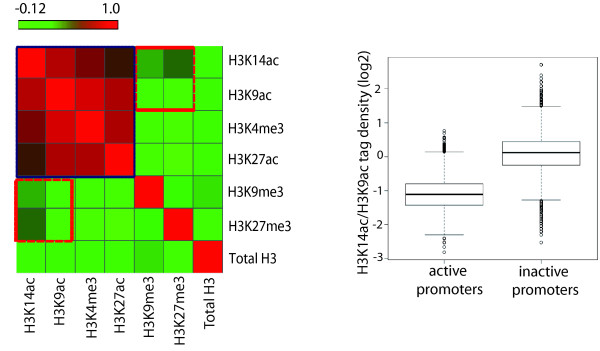
**Differential H3K14ac over inactive promoters as compared to H3K9ac. **(**A**) Heatmap representing the correlation between total H3, H3K9ac, H3K14ac, H3K4me3, H3K27ac, H3K27me3 and H3K9me3 around the TSS (-/+ 2 kb). Active promoter marks; H3K14ac, H3K9ac, H3K4me3 and H3K27ac clustered separately (blue square) to form an active promoter chromatin state. Inactive marks (H3K9me3 and H3K27me3) have higher co-occurrence with H3K14ac as compared to H3K9ac (red square) (**B**) Ratio of H3K14ac/H3K9ac ChIP-seq tag density plotted for active promoters and inactive promoters. Ratio is significantly higher for inactive promoters suggesting that level of H3K14ac is higher over inactive promoters as compared to H3K9ac.

### A subset of inactive genes is specifically enriched for H3K14ac

To understand the functionality of H3K14ac over inactive promoters, we examined the level of this histone mark over active and inactive genes in presence of sodium butyrate, a HDAC inhibitor, and compared it to H3K9ac. In agreement with our above observations, we found that active genes exhibited a remarkable increase in H3K9ac and H3K14ac in presence of sodium butyrate (Figure 7A and 7B). However, examination of H3K9ac and H3K14ac level at inactive genes in presence of sodium butyrate revealed a slow and selective increase in H3K14ac, while at these sites H3K9ac did not change (Figure 7C and 7D). The selective increase in H3K14ac at inactive genes in presence of sodium butyrate suggests that inactive genes are subjected to constant H3K14 acetylation and deacetylation. This dynamic H3K14ac at inactive genes may poise them for future activation. To test this hypothesis, we selected 500 inactive genes having higher H3K14ac as compared to H3K9ac (Figure 8A) and subjected them to gene ontology (Figure 8B). 

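Genes were not divided by expression here, and the 500 TSSs with the highest ratio of 13HH3-1A5 to H3K9ac were chosen among all TSSs on 1 of 2 random parts of the tags and measured on the other part. On the tags used for the choice the median log2 ratio was 1.38, and on the tags not used it was 0.51 (0.44 to 0.59, the 95% interval of a median from the order of the sites). With the antibody 7G8 over the same H3K9ac tags it was 0.62 (0.54 to 0.68), while 7G8 over input was -0.02. Among 10000 random lists of 500 TSSs matched on input tags, the highest median was -0.46 for 13HH3-1A5 and -0.54 for 7G8. In lists drawn only from the 7781 TSSs without an H3K9ac peak, a comparison chosen after seeing the values, the highest was 0.27 for 13HH3-1A5 and 0.37 for 7G8. Choosing and measuring on all tags gave the largest change, to 1.13. H3K14ac over input had a median of -0.08 at the 500 TSSs, against 0.29 for the random lists, and H3K9ac over input had one of -0.55, against 0.99. Of the 500 TSSs, 25 had a 13HH3-1A5 peak and 2 an H3K9ac peak. As many windows of 4 kb away from genes and peaks, chosen in the same way, had a median log2 ratio of 0.47. The highest bin of 250 bp around the chosen TSSs held 1.41 (1.31 to 1.52) times the mean input density within 1 kb, at 5.71 tags per 10000000 and kb against 4.87 of input in the same bin.

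**Figure D4:**
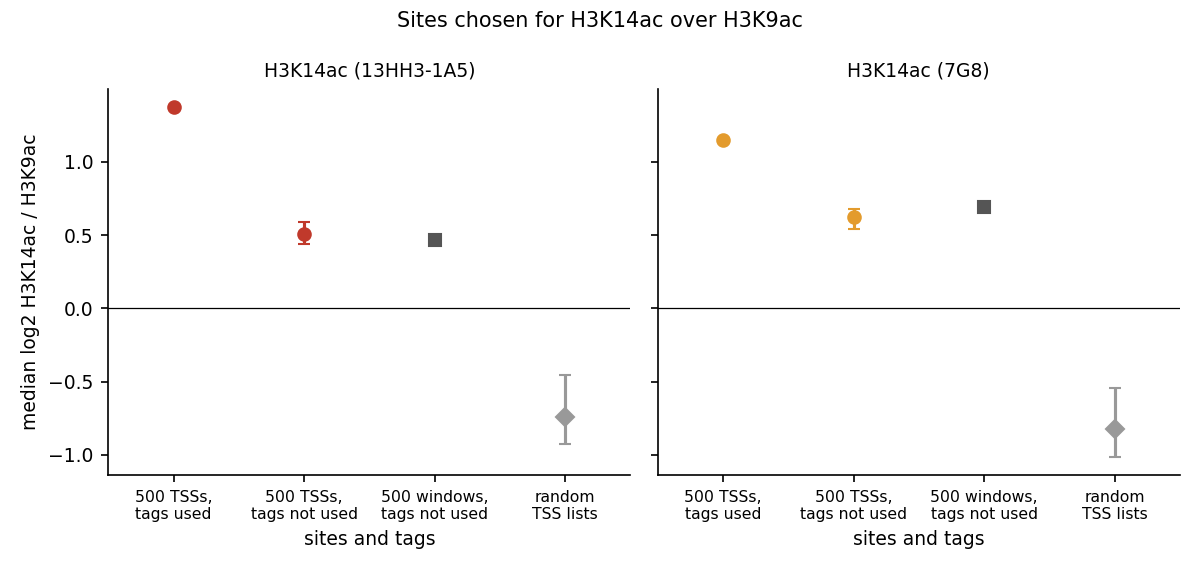
Median log2 ratio of H3K14ac to H3K9ac, with 13HH3-1A5 on the left and 7G8 on the right, at 500 TSSs chosen for a high ratio, on tags used and not used for the choice, at 500 windows chosen away from genes and peaks, and in 10000 random lists of TSSs. Bars give the 95% interval of the median of the chosen TSSs and the lowest to highest random list, and the TSSs reach 0.51 and 0.62 on tags not used.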

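The TSSs chosen for the highest ratio of H3K14ac to H3K9ac were compared with gene families named in the annotation, in place of an ontology test. Of the 500 TSSs, 85 (17.0%) belonged to sensory receptor genes (olfactory, vomeronasal and taste receptors), which make up 6.69% of all TSSs. Random lists matched on input tags held a median of 47 such genes and between 25 and 71. Among the 7436 TSSs with no peak of either mark, however, sensory receptor genes were 1465 (19.7%), a larger share than in the chosen list. Random lists drawn from TSSs without an H3K9ac peak held a median of 101 such genes and between 70 and 136. In the list chosen here the family was thus not enriched beyond TSSs that lack an H3K9ac peak. The paper's list of inactive genes was not tested. Olfactory receptor genes alone were 67 of the 500. TSSs within 1 kb of a CpG island were 3 of the 500 (0.6%), against 54.9% of all TSSs and 6.62% of the TSSs with no peak of either mark.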

Our analysis suggests that inactive genes, which are having significant H3K14ac over H3K9ac belong to various pathways that are induced by various stimuli such as sensory perception, olfaction and chemosensory perception. Other pathways include receptor activities, which are induced upon ligand binding to activate the signal transduction and ultimately cellular responses (Figure 8B). Thus, our data indicate that H3K14ac is selectively present over a subset of non-expressed genes and HDACs frequently remove this mark to keep the genes inactive. The coordinated action of HATs and HDACs may poise these genes for stimuli dependent activation.

**Figure 7:**
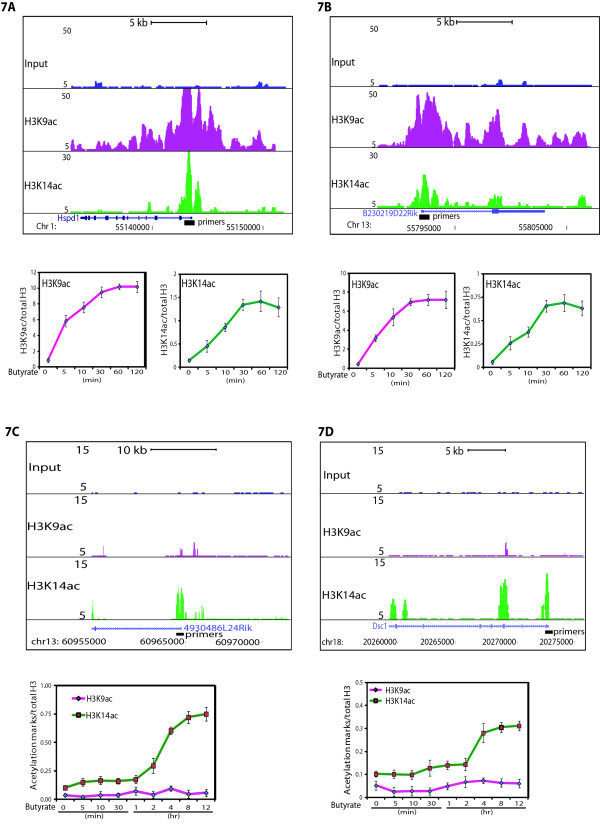
**Selective increase in H3K14ac over inactive genes in presence of sodium butyrate. **(**A**, **B**) Rapid increase in the H3K9 and H3K14 acetylation over active promoters (Hspd1 and B230219D22Rik) caused by HDAC inhibitor. The upper panels show the UCSC genome browser tracks for the genes analysed. (**C**, **D**) Selective increase in H3K14ac over the inactive promoters (4930486L24Rik and Dsc1) as compared to H3K9ac following the treatment with HDAC inhibitor. The upper panels show the UCSC genome browser track for the genes analysed. The presence of H3K9ac and H3K14ac over these loci at the indicated time points after the sodium butyrate treatment was measured by ChIP-qPCR. ChIP signals for H3K9ac and H3K14ac were normalized to total H3. Positions of the primers used for ChIP-qPCR is shown in the UCSC genome browser track and primer sequences are provided in Additional file 4: Table S1. Error bars represent the standard deviation for three technical replicates.

**Figure 8:**
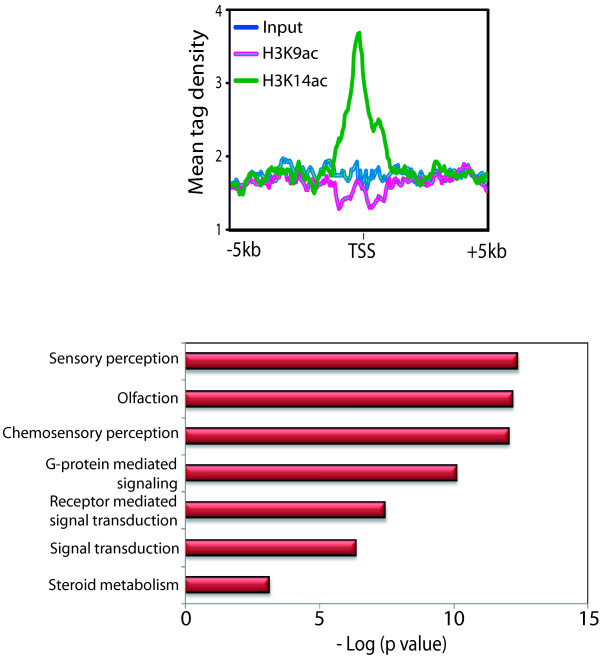
**A subset of inactive promoters having high H3K14ac is poised for stimuli dependent activation. **(**A**) Average ChIP-seq profile of 500 inactive genes around the transcription starts sites (-/+ 5 kb) shows specific enrichment of H3K14ac as opposed to H3K9ac. (**B**) Gene ontology (using David Bioinformatics, http://david.abcc.ncifcrf.gov/) analysis of 500 inactive genes having high H3K14ac suggest that these genes are activated in a stimuli dependent manner. The gene ontology term is on the y axis, and the negative log of p value indicating significance of enrichment is on the x axis.

## Discussion

### H3K9ac and H3K14ac co-occur with other “active” histone modifications establishing a chromatin conformation that is compatible with transcription

Recent genome-wide studies have generated comprehensive chromatin landscapes for various transcription factors and histone modifications [3,14,35]. In our study, by using a new specific H3K14ac antibody, we show that H3K9ac and H3K14ac co-occur with other active histone modifications, H3K4me3 and H3K27ac in mES cells. Thus, it seems that at these sites all these “active” histone modifications are deposited by the corresponding activities sequentially, or at the same time, to act in a coordinated way. A possible mechanistic cross-talk between H3K4me3 and H3 acetylation could occur in the following steps: (i) histone lysine methyltransferases (HMT), Set1/COMPASS associates with the early initiating RNA Pol II through the PAF1 complex to methylated histone H3K4 around promoters [36]; (ii) various HAT complexes (such as p300/CBP, NuA3, NuA4) would then recognize this H3K4me3 indirectly or directly [37] and acetylate the chromatin; (iii) in parallel or subsequently other HATs, such as GCN5/PCAF-containing SAGA and ATAC complexes, may recognize the H3K4me3 by the Tudor domain of their SGF29 subunit [38,39]. This cross-talk between the H3K4me3 and H3 acetylation is supported by the observations indicating that knockdown of WDR5 (subunit of several chromatin modifying complexes including HMTs and HATs) or Set1 (catalytic subunit) of H3K4 methyltransferases complex not only decrease the H3K4me2/3, but they also decrease the acetylation levels at given promoters [40-42]. Thus, H3K4me3 seems to provide a binding platform for HATs, which are specific for the H3 tails, but may not be specific for the given lysine residue. This in turn would explain the fact that we see the acetylation of various H3 residues together (such as H3K9, H3K14 and H3K27) at the 5’ end of the genes, which follow the presence of H3K4me3 and the underlying CpG islands (see below). This would suggest that some marks (i.e. H3K9ac and H3K14ac) are establishing more the openness of the chromatin, while others (i.e. H3K4me3) may serve more as a docking site [43,44]. Thus, all these marks together may be required to regulate Pol II transcription initiation positively.

### The presence of H3K9ac and H3K14ac at promoters correlates with their CpG content

Approximately 70% of all the annotated gene promoters are associated with a CpG islands [27], which have distinct patterns of chromatin configuration. Interestingly, in mES cells CXXC finger protein 1 (Cfp1), a component of Setd1 histone methyltransferases complex has a preference for CpG clusters and can be recruited to artificial promoter-less CpG clusters that subsequently lead to trimethylation of H3K4, a CpG island promoter signature [45,46]. The presence of H3K4me3 might be followed by a cascade of events and consequent acetylation of different H3 and/or H4 residues (as discussed above). Acetylation (H3K9 and H3K14) of the nucleosomes associated with the CpG islands might be acting as a physical barrier to inhibit the H3K9me3 of the chromatin [47]. Housekeeping gene promoters have generally high CpG content and are often protected from DNA methylation and methylation of H3K9, enabling constitutive expression of the associated genes. Thus, our findings which show a very good correlation between CpG content of promoter regions and acetylation of the associated nucleosomes on H3K9 and H3K14, along with H3K4me3 are in a good agreement with the model in which all these “active” histone marks influence the local chromatin structure to simplify the regulation of gene activity (reviewed in [27]). Our results also suggest the dependence of histone modifications such as H3K4me3, H3K9ac and H3K14ac on the DNA sequences underneath.

### H3K9 and H3K14 acetylation label active enhancers together with H3K27 acetylation

Histone modification profiles have been used for identifying enhancer elements [4]. Enhancers are characterized by high H3K4me1/H3K4me3 ratio, open chromatin, low Pol II and presence of HAT co-activators such as p300 [9] and ATAC [10]. Interestingly, chromatin modification patterns at enhancers are much more variable and cell type specific, than chromatin patterns at promoters that are much more conserved [9,10]. Our study establishes that H3K9ac and H3K14ac also mark enhancers. Furthermore, like H3K27ac [11], these two marks can differentiate between the active and inactive/poised enhancers (Figure 4). RNA Pol II from these active enhancers produces bidirectional short (<2 kb) non-coding eRNAs, whose expression level correlate with the proximal gene activity. [30]. Thus, along with H3K27ac, H3K9ac and H3K14ac can be used to discriminate the active enhancers from the inactive/poised enhancers at global and gene specific level.

### Genome-wide bivalent promoters are also marked by H3K9 and H3K14 acetylation

Here we also show that bivalent promoters are not only marked by the H3K4me3 and H3K27me3, but also by the other active histone marks, such as H3K9ac and H3K14ac. There are two possibilities for the presence of H3K9ac and H3K14ac over the bivalent promoters. First, both acetylation marks may be required in addition to H3K4me3 for preparing these promoters of developmental genes for rapid induction at later stages. Second, the presence of H3K9ac and H3K14ac over bivalent promoters might act as a physical barrier and thereby inhibiting the trimethylation of H3K9, which eventually can lead to a stable silencing of developmentally regulated genes [48]. Thus acetylation of H3K9 and H3K14 may be required as a balancing mechanism to inhibit the permanent transcriptional silencing of the developmentally regulated genes [47]. Our genome-wide study showing presence of H3K9ac at bivalent promoters is in accordance with earlier studies describing the presence of H3K9ac, along with the active (H3K4me3) and repressive (H3K27me3) chromatin marks, over bivalent promoters in undifferentiated ES cells [49]. Note however that Hezroni et al. [50] observed only very low H3K9ac levels over bivalent gene promoters in ES cells. The difference observed between H3K9ac enrichment over bivalent promoters in our data and that of Hezroni et al. [50] could be attributed to the fact that our ChIP-seq data shows an increased depth in the coverage of H3K9ac sites compared to the one obtained previously. Indeed, we obtained 23 million reads for our H3K9ac ChIP seq data versus 14 million reads in the former study. 

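The effect of depth within these data was measured by thinning the libraries at random to the number of tags of the smallest one, the input. The peaks then called were 68850 for H3K9ac, 41443 for H3K14ac with 13HH3-1A5 and 18108 for H3K14ac with 7G8. The thinned H3K9ac peaks held 18.8% of its tags. This depth is still above that of the former study, and H3K9ac at bivalent promoters was not counted after thinning. The paper's explanation by depth was therefore not tested.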

Higher sequencing depth will result in a more complete coverage of the identified H3K9ac signals and also identify smaller peaks. Thus, it is possible that we detect more peaks that would allow us a more thorough analysis. Alternatively, differential enrichment of H3K9ac over bivalent promoters in our study and that of Hezroni et al. [50] is also possible because of the different antibodies used in the two studies, which can have distinct specificities.

### A subset of inactive promoters are specifically enriched for H3K14ac

H3K9ac and H3K14ac are associated with active promoters and are considered as hallmarks of active transcription. However, we observed that in contrast to H3K9ac, H3K14ac is selectively and specifically associated with repressive marks such as H3K9me3 and H3K27me3 on a subset of inactive promoters. Presence of H3K14ac on inactive promoters along with H3K9me3 and H3K27me3 is in agreement with previous observation where high throughput characterization of combinatorial histone marks using proteomic approach shows highest abundance for H3K14ac peptide with activation and repressive marks [51]. Our data suggest that HATs may bind transiently to a subset of inactive promoters and acetylated H3K14, which is then removed by the transient binding of HDACs. Inhibition of HDACs leads to substantial increase in H3K14ac of these inactive promoters, suggesting that these promoters are subjected to dynamic regulation by HATs and HDACs. Transient acetylation and deacetylation of these promoters may keep these promoters unexpressed but at the same time primed for future activation upon receiving the external stimuli. It is thus possible that the presence of H3K14ac over a subset of inactive promoters may serve as a landing platform for further HATs, which have bromodomains, such as GCN5/PCAF, and propagate the acetylation of the given loci at a later stage. Thus, presence of H3K14ac and the consequent coordinated action of HATs and HDACs over these inactive genes might poise them for stimuli dependent future activation.

## Conclusions

In this study, we characterized the H3K9 and H3K14 acetylations over various genomic regions in mES cells. Taken together our data suggest that genome-wide coordinated modifications of histone acetylation (i.e. H3K9, H3K14 and H3K27) and methylation (H3K4me3) provide a general signature for facilitating gene expression over active promoters. On the other hand we showed differential enrichment of H3K14ac over inactive promoters. Furthermore our analyses suggest correlation between acetylation of nucleosomes over the promoters and the underlying sequences and demonstrate the presence of H3K9ac and H3K14ac over enhancers, which can be used in the future studies to discriminate active enhancers from inactive/poised ones. In conclusion, our comprehensive study of H3K9ac and H3K14ac demonstrates a wider role for these to marks in gene regulation than originally thought.

## Methods

### Cell culture

Wild type embryonic stem cells were derived from blastocysts (3.5 PC) and cultivated on feeder cells (37°C, 5% CO_2_) in DMEM (4.5 gm/lit), 15% FCS, leukemia inhibiting factor, penicillin/streptomycin, L-glutamine, and non-essential amino acids. At least three passages under feeder free conditions on 0.1% gelatin were used to exclude feeders.

### Antibodies

Mouse monoclonal anti-H3K14ac antibody (13HH3-1A5) was produced against the peptide “STGGK(ac)APRKC”. The characterization of the antibody is shown in Additional file 2: Figure S2. The H3K9ac antibody is from Abcam -ab4441.

### Sodium butyrate treatment of mES cells

mES cells were treated with 5 mg/ml sodium butyrate for 0 min, 5 min, 10 min, 30 min, 1 hr, 2 hr, 4 hr, 8 hr and 12 hr. Cells were cross linked with 1% formaldehyde and ChIP was performed as described below. Level of Oct4 was monitored by Western blot to see the pluripotent state of the ES cells at various time points after sodium butyrate treatment ( Additional file 7: Figure S6). Similar level of Oct4 at all time points suggest that the time points we have used for sodium butyrate treatment have no effect on pluripotency of the ES cells. Tubulin was used as a loading control. Anti-Oct4 antibody (611202) used in the Western blot is from BD labs.

### Chromatin Immunoprecipitation (ChIP) and sequential ChIP

All ChIP experiments were carried out on 2X10^7^ cells per antibody. Cells were cross-linked with 1% formaldehyde, lyses and syndicated in sonication buffer (10 mM Tris–HCl pH 7.5, 200 mM NaCl, 1% SDS, 4% NP-40, 1 mM PMSF) to obtain an average chromatin size of 200-500 bp. Chromatin was pre-cleared using 50 μl of a 50% protein A sepharose (GE healthcare) slurry for 1 h at 4°C with gentle inverting. Immunoprecipitation were carried out in 10 ml of IP buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton-X 100). 15 μl of ZZZ3 and SPT20 serum antibodies were used. Input chromatin was obtained after pre-clearing, by de-cross linking and purifying input DNA using a Qiaquick column (Qiagen) according to manufacturer’s instructions. Immunoprecipitation were carried out with inverting at 4°C for 14–16 h. The samples were then incubated with 50 μL of a 50% Protein A sepharose slurry for 3 h at 4°C with gentle inverting. IP samples were reverse-cross linked and the DNA was purified using a Qiaquick column (Qiagen). Q-PCR using SYBR green was used to validate known target sites before and after sequencing. For sequential ChIP, at least four ChIP assays of 2X10^7^ cells were used for the first IP (H3K9ac). Following standard washing, elution was performed with 10 mM DTT (30 min, 37°C). The eluates from four ChIPs were combined, diluted at least 30 times with ChIP dilution buffer and secondary antibody (H3K14ac) was incubated overnight. The subsequent steps were performed as for regular ChIPs. Validation of ChIP-seq was performed by the assessment of the individual enrichment over the control genomic region by ChIP-qPCR in triplicate with primers specific for these regions using SYBR Green master mix (Roche).

### Chromatin Immunoprecipitation – High throughput-sequencing (ChIP-seq)

#### Library preparation and sequencing

We followed the manufacturer's (Solexa) protocol for creating genomic DNA libraries as previously described in [52]. ChIP DNA and input DNA were first band-isolated on a 2% agarose to obtain fragments between 150 and 350 base pairs and DNA was extracted using the QIAquick gel extraction kit (Qiagen) and eluted in 34 μl. After end-repair and addition of a single adenosine ("A") nucleotide, adapters were ligated to samples for 15 min at room temperature in the following fashion: the samples eluted from the MinElute column in 10 μL were ligated to 1 μl of adapters using 1.3 μL of LigaFast T4 DNA Ligase (3 Units/μl; Promega) and 12.3 μL Rapid Ligation Buffer (Promega). For DNA libraries, the Illumina genomic DNA adapters were diluted 1:10. After 15 min, samples were purified with the MinElute PCR purification kit (Qiagen).

Adapters in excess were eliminated by using gel purification on a 2% agarose E-Gel (Invitrogen) for 20 min, together with Track-It 50 bp DNA ladder (Invitrogen). DNA fragments ranging from 150 base pairs to 500 base pairs were extracted and recovered in 28 μl EB with a QIAquick gel extraction kit (Qiagen). To amplify the library, PCR was performed using Illumina genomic DNA primer "1.1" and Illumina genomic DNA primer "2.1" with 15 cycles (Input DNA) or 17 cycles (ChIP DNA) of amplification. A final size selection was performed using a 2% agarose E-Gel to obtain a library with a median length of ~230 bp which is within the recommended size range for cluster generation on Illumina's flow cell. The library was recovered in 20 μl EB using MinElute Gel Extraction kit (Qiagen). Finally, DNA concentrations and purities (A260/280 nm ratios) were measured on a Nanodrop spectrophotometer. Sequencing was carried out on the Illumina (Solexa) platform at a sequencing depth of 1 lane averaging 10 million reads, read length of 27 + bp, single-end reads and mapped to mouse genome build (mm9).

#### Establishment of list of reference loci

ChIP-seq data were mapped using the ELAND software (Illumina) allowing one mismatch. Mapped read data were used as an input and to establish list of loci using MACS (Using default parameters except: mfold 12; tag size according to platform; band width 100) [23]. Input DNA file was used as a control in all peak detection analyses. To calculate a single enrichment value for a binding site, tag density is defined as the number of tags present or overlapping in user-defined window around the reference site. The algorithm for the signal enrichment calculation is described in details in [33].

#### Average profile calculations

We extracted the tag density in a 5 kb window surrounding the TSSs and gene body using the program seqMINER which generates heatmap as well as the profiles [33]. The sequenced ChIP-seq reads represent only the end of each immunoprecipitated fragments instead of the precise protein-DNA binding sites. To illustrate the entire DNA fragment, basically before analysis, 3^′^ end of each ChIP-seq read was extended to 200 bp in the direction of the reads. For average gene profiles, genes (+/-5000 bp from binding site) were divided in 100 bins of length relative to the gene length. Moreover 10 equally sized (50 bp) bins were created on the 5’ and 3’ of the gene and ChIP-seq densities were collected for each dataset in each bin. The average of enrichments over input in each bin was plotted for each dataset. For average TSS profile, the genes as above were aligned on their TSSs and densities were collected in 100 equally sized bins around the TSS (-/+5000 bp).

#### Identification of intergenic regions

The list of refseq genes was obtained from UCSC table browser [28]. Co-ordinates for the intergenic regions were extracted from refseq genes using complement intervals of a dataset tools from Galaxy web server ( https://main.g2.bx.psu.edu/). All those regions, which do not correspond to the beforehand defined promoter regions, that are not gene bodies, and are not regions that are situated 2 kb downstream of the end of annotated genes, are considered as intergenic regions. Overlapping piece of intervals (from Galaxy web tools) with an overlap of at least 500 bps was used to distinguish peaks, which are intergenic for H3K9 and H3K14 acetylation.

#### Data source

ChIP-seq datasets were downloaded from the public data bank Gene Expression Omnibus ( http://www.ncbi.nlm.nih.gov/gds) under the accession number: GSM307618 (H3K4me3-mES); GSM307619 (H3K27me3-mES); GSM307621 (H3K9me3-mES); GSM594577 (H3K4me1-mES); GSM594578 (H3K27ac-mES); GSM307623 (Pol II-mES); GSM307624 (total H3-mES); GSM307625 (input-mES); GSM699164 (p300-mES). The sequencing data we have generated is deposited in the GEO database under the accession number GSM775313 (H3K9ac-mES) and GSM775314 (H3K14ac-13HH3-1A5-mES). CpG island definition and locations of known genes were downloaded from UCSC genome browser [28]. Number of mapped reads for each data set is provided in the Additional file 9: Table S2.

Link to allow review of record:

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=nhclxooaewkmqvq&acc=GSE31284.

### Creation of density files for genome browser data visualization

Raw BED files are used as input for ad hoc (WIG) density file creation script as described in [33]. Reads are directionally extended of their theoretical length (200 bp), and 25 bp bins are created. In each bin, the maximal number of overlapping reads is computed. Tracks were uploaded and displayed using fixed scale representation in the UCSC genome browser [28].

### Data analysis

The scatter plots, k-means clustering and average gene profiles are created using seqMiner [33]. Box plots and correlation analysis are produced using R software ( http://r-project.org/). The distribution of H3K9ac and H3K14ac in various genomic regions is calculated using the CEAS software [22]. Briefly, CEAS estimates the relative enrichment level of ChIP regions in each gene feature with respect to the whole genome. In our analysis promoters correspond to the 2 kb upstream regions from the transcription start site (TSS) of refseq genes. All those regions, which do not correspond to the beforehand defined promoter regions, that are not gene bodies, and are not regions that are situated 2 kb downstream of the end of annotated genes, are considered as intergenic regions (more details are available at http://liulab.dfci.harvard.edu/CEAS/usermanual.html and [22]). Gene ontology was performed using David Bioinformatics tools ( http://david.abcc.ncifcrf.gov/home.jsp).

## Abbreviations

mES: Mouse embryonic stem cells; HAT: Histone acetyl transferase; HDAC: Histone deacetylases; ChIP: Chromatin immunoprecipitation; ChIP-seq: Chromatin immunoprecipitation coupled high throughput sequencing; mAbs: Monoclonal antibodies; TSSs: Transcription start sites; CpG: Cytosine-phosphate diester-guanine; PHD: Plant homeodomain; eRNA: Enhancer RNA; Pol II: RNA Polymerase II.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

KK generated ChIP-seq data and performed experiments. KK, ARK and LT analyzed data. MOA and HK generated antibodies. KK and LT wrote the manuscript. LT planned, coordinated and supervised the project. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Figure S1. **The commercially available anti-H3K14ac antibody (Upstate (07-353)) cross-reacts with other peptides. Enzyme linked immunosorbent assay (ELISA) using various peptides such as H3K14 acetylated (H3K14ac) and non-acetylated (H3K14) and non specific histone H4 acetylated peptide (H4K5ac-K12ac) suggest that anti-H3K14ac antibody from Upstate (07-353) cross-reacts with non-acetylated H3K14 peptide as well as with H4K5andK12ac peptide. Click here for file

Additional file 2 **Figure S2. **Characterization of mouse monoclonal anti-H3K14ac (13HH3-1A5) antibody. (A) Western blot analysis using the 13HH3-1A5 (anti H3K14ac antibody) on the recombinant E. coli expressed histone H3 and histones extracted by and acidic extraction protocol from human HeLa cells (right panel). Coomassie blue stained SDS-PAGE of the proteins used for the western blot analysis in a 100-fold dilution. (B) Enzyme linked immunosorbent assay (ELISA) using various peptides such as H3K14 acetylated (H3K14ac) and non-acetylated (H3K14), H3K14 dimethylated, H3S10 phosporylated and K14 dimethylated (H3pS10K14dimethyl), H3S10 phosporylated (H3pS10), H3K9 dimethylated (H3K9dimethyl), H3S10 phosporylated and K9 dimethylated (H3pS10K9dimethyl) and histone H4 acetylated peptide (H4K5, 8, 12 and 16 ac). Click here for file

Additional file 3 **Figure S3. **Validation of (A) H3K9ac and (B) H3K14ac ChIP-seq in mouse embryonic stem cells by ChIP-qPCR. Peaks of local enrichment of H3K9 and H3K14 acetylation were determined after sequence alignment and normalization to input DNA. Tag density per peak (shown on the right of the graph) is plotted as fold enrichment over an arbitrarily chosen control genomic region. The list of primer is provided as Supplementary Table S1. These ChIP-qPCR results confirmed the specificity of the predicted peaks for H3K9 and H3K14 acetylation. Click here for file

Additional file 4 **Table S1. **List of primers used for ChIP-qPCR validation. Click here for file

Additional file 5 **Figure S4. **Enrichment of H3K9ac and H3K14ac over various genomic regions. Average enrichment profile of H3K9 and H3K14ac over the promoters, coding exons, introns and distal intergenic regions. Enrichment over distal intergenic and intronic sites is comparable to promoters. Click here for file

Additional file 6 **Figure S5. **Correlation of H3K9ac (A) and H3K14ac (B) intergenic peaks with H3K4me1, H3K27ac, Pol II and p300. Heatmaps of the signal density using k-means clustering over H3K9ac and H3K14ac distal intergenic sites (-/+ 5 kb). Strong correlation with H3K4me1 and H3K27ac and presence of Pol II and p300 over H3K9ac and H3K14ac intergenic sites suggest that they may act as enhancers. Click here for file

Additional file 7 **Figure S6. **Measurement of Oct4 level at various time points after the treatment with 5 mg/ml sodium butyrate in ES cells. Level of Oct4 was monitored by Western blot to see the pluripotent state of the ES cells at various time points after sodium butyrate treatment. The similar levels of Oct4 observed at different experimental time points suggest that the time points we have used for sodium butyrate treatment have no effect on pluripotency of the ES cells. Tubulin was used as a loading control. Click here for file

Additional file 8 **Figure S7. **Ratio of tag density of least expressed to highest expressed gene promoters for H3K9 and H3K14 acetylation. H3K9 and H3K14 acetylation tag density were calculated over 500 least and highest expressed gene promoters based upon their RNA-sequencing expression profile. The ratio of tag density of least expressed to highest expressed plotted for H3K9 and H3K14 acetylation, which shows that H3K14ac is specifically enriched at inactive promoters as compared to H3K9ac. Click here for file

Additional file 9 **Table S2.**Number of mapped reads for the data set used in this study. Click here for file

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 1 — Figure S1. The commercially available anti-H3K14ac antibody (Upstate (07-353)) cross-reacts with other peptides. Enzyme linked immunosorbent assay (ELISA) using various peptides such as H3K14 acetylated (H3K14ac) and non-acetylated (H3K14) and non specific histone H4 acetylated peptide (H4K5ac-K12ac) suggest that anti-H3K14ac antibody from Upstate (07-353) cross-reacts with non-acetylated H3K14 peptide as well as with H4K5andK12ac peptide.

**Additional Files**

**Additional File 1: Supplementary Figure S1. The commercially available anti-H3K14ac antibody (Upstate (07-353)) cross-reacts with other peptides.** Enzyme linked immunosorbent assay (ELISA) using various peptides such as H3K14 acetylated (H3K14ac) and non-acetylated (H3K14) and non specific histone H4 acetylated peptide (H4K5ac-K12ac) suggest that anti-H3K14ac antibody from Upstate (07-353) cross-reacts with non-acetylated H3K14 peptide as well as with H4K5andK12ac peptide.

**
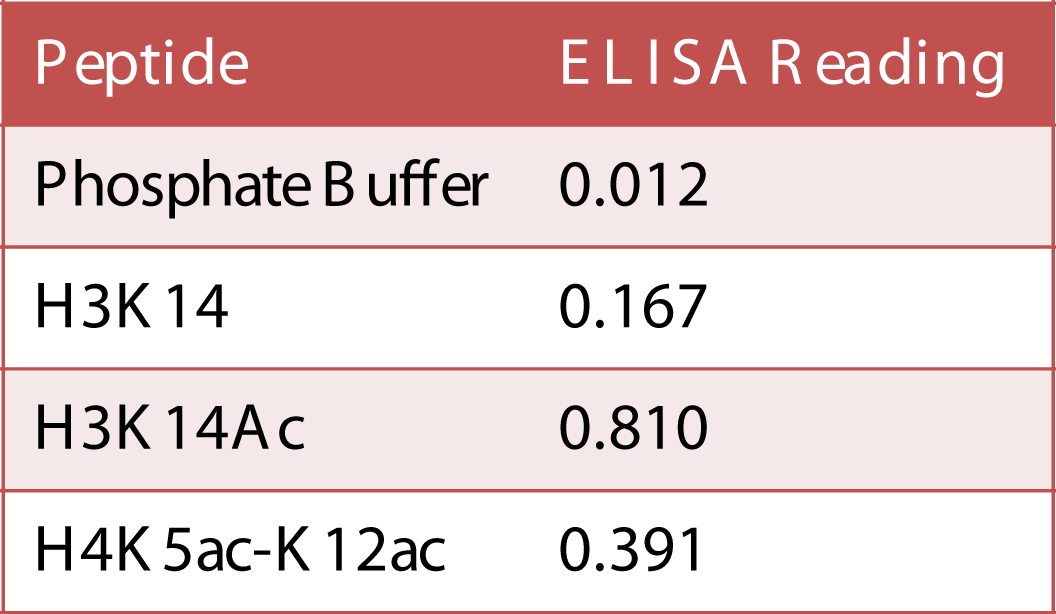
**

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 2 — Figure S2. Characterization of mouse monoclonal anti-H3K14ac (13HH3-1A5) antibody. (A) Western blot analysis using the 13HH3-1A5 (anti H3K14ac antibody) on the recombinant E. coli expressed histone H3 and histones extracted by and acidic extraction protocol from human HeLa cells (right panel). Coomassie blue stained SDS-PAGE of the proteins used for the western blot analysis in a 100-fold dilution. (B) Enzyme linked immunosorbent assay (ELISA) using various peptides such as H3K14 acetylated (H3K14ac) and non-acetylated (H3K14), H3K14 dimethylated, H3S10 phosporylated and K14 dimethylated (H3pS10K14dimethyl), H3S10 phosporylated (H3pS10), H3K9 dimethylated (H3K9dimethyl), H3S10 phosporylated and K9 dimethylated (H3pS10K9dimethyl) and histone H4 acetylated peptide (H4K5, 8, 12 and 16 ac).

**Additional File 2: Supplementary Figure S2. Characterization of mouse monoclonal anti-H3K14ac (13HH3-1A5) antibody. (A)** Western blot analysis using the 13HH3-1A5 (anti H3K14ac antibody) on the recombinant E. coli expressed histone H3 and histones extracted by and acidic extraction protocol from human HeLa cells (right panel). Coomassie blue stained SDS-PAGE of the proteins used for the western blot analysis in a 100-fold dilution. (B) Enzyme linked immunosorbent assay (ELISA) using various peptides such as H3K14 acetylated (H3K14ac) and non-acetylated (H3K14), H3K14 dimethylated, H3S10 phosporylated and K14 dimethylated (H3pS10K14dimethyl), H3S10 phosporylated (H3pS10), H3K9 dimethylated (H3K9dimethyl), H3S10 phosporylated and K9 dimethylated (H3pS10K9dimethyl) and histone H4 acetylated peptide (H4K5, 8, 12and 16ac).

**
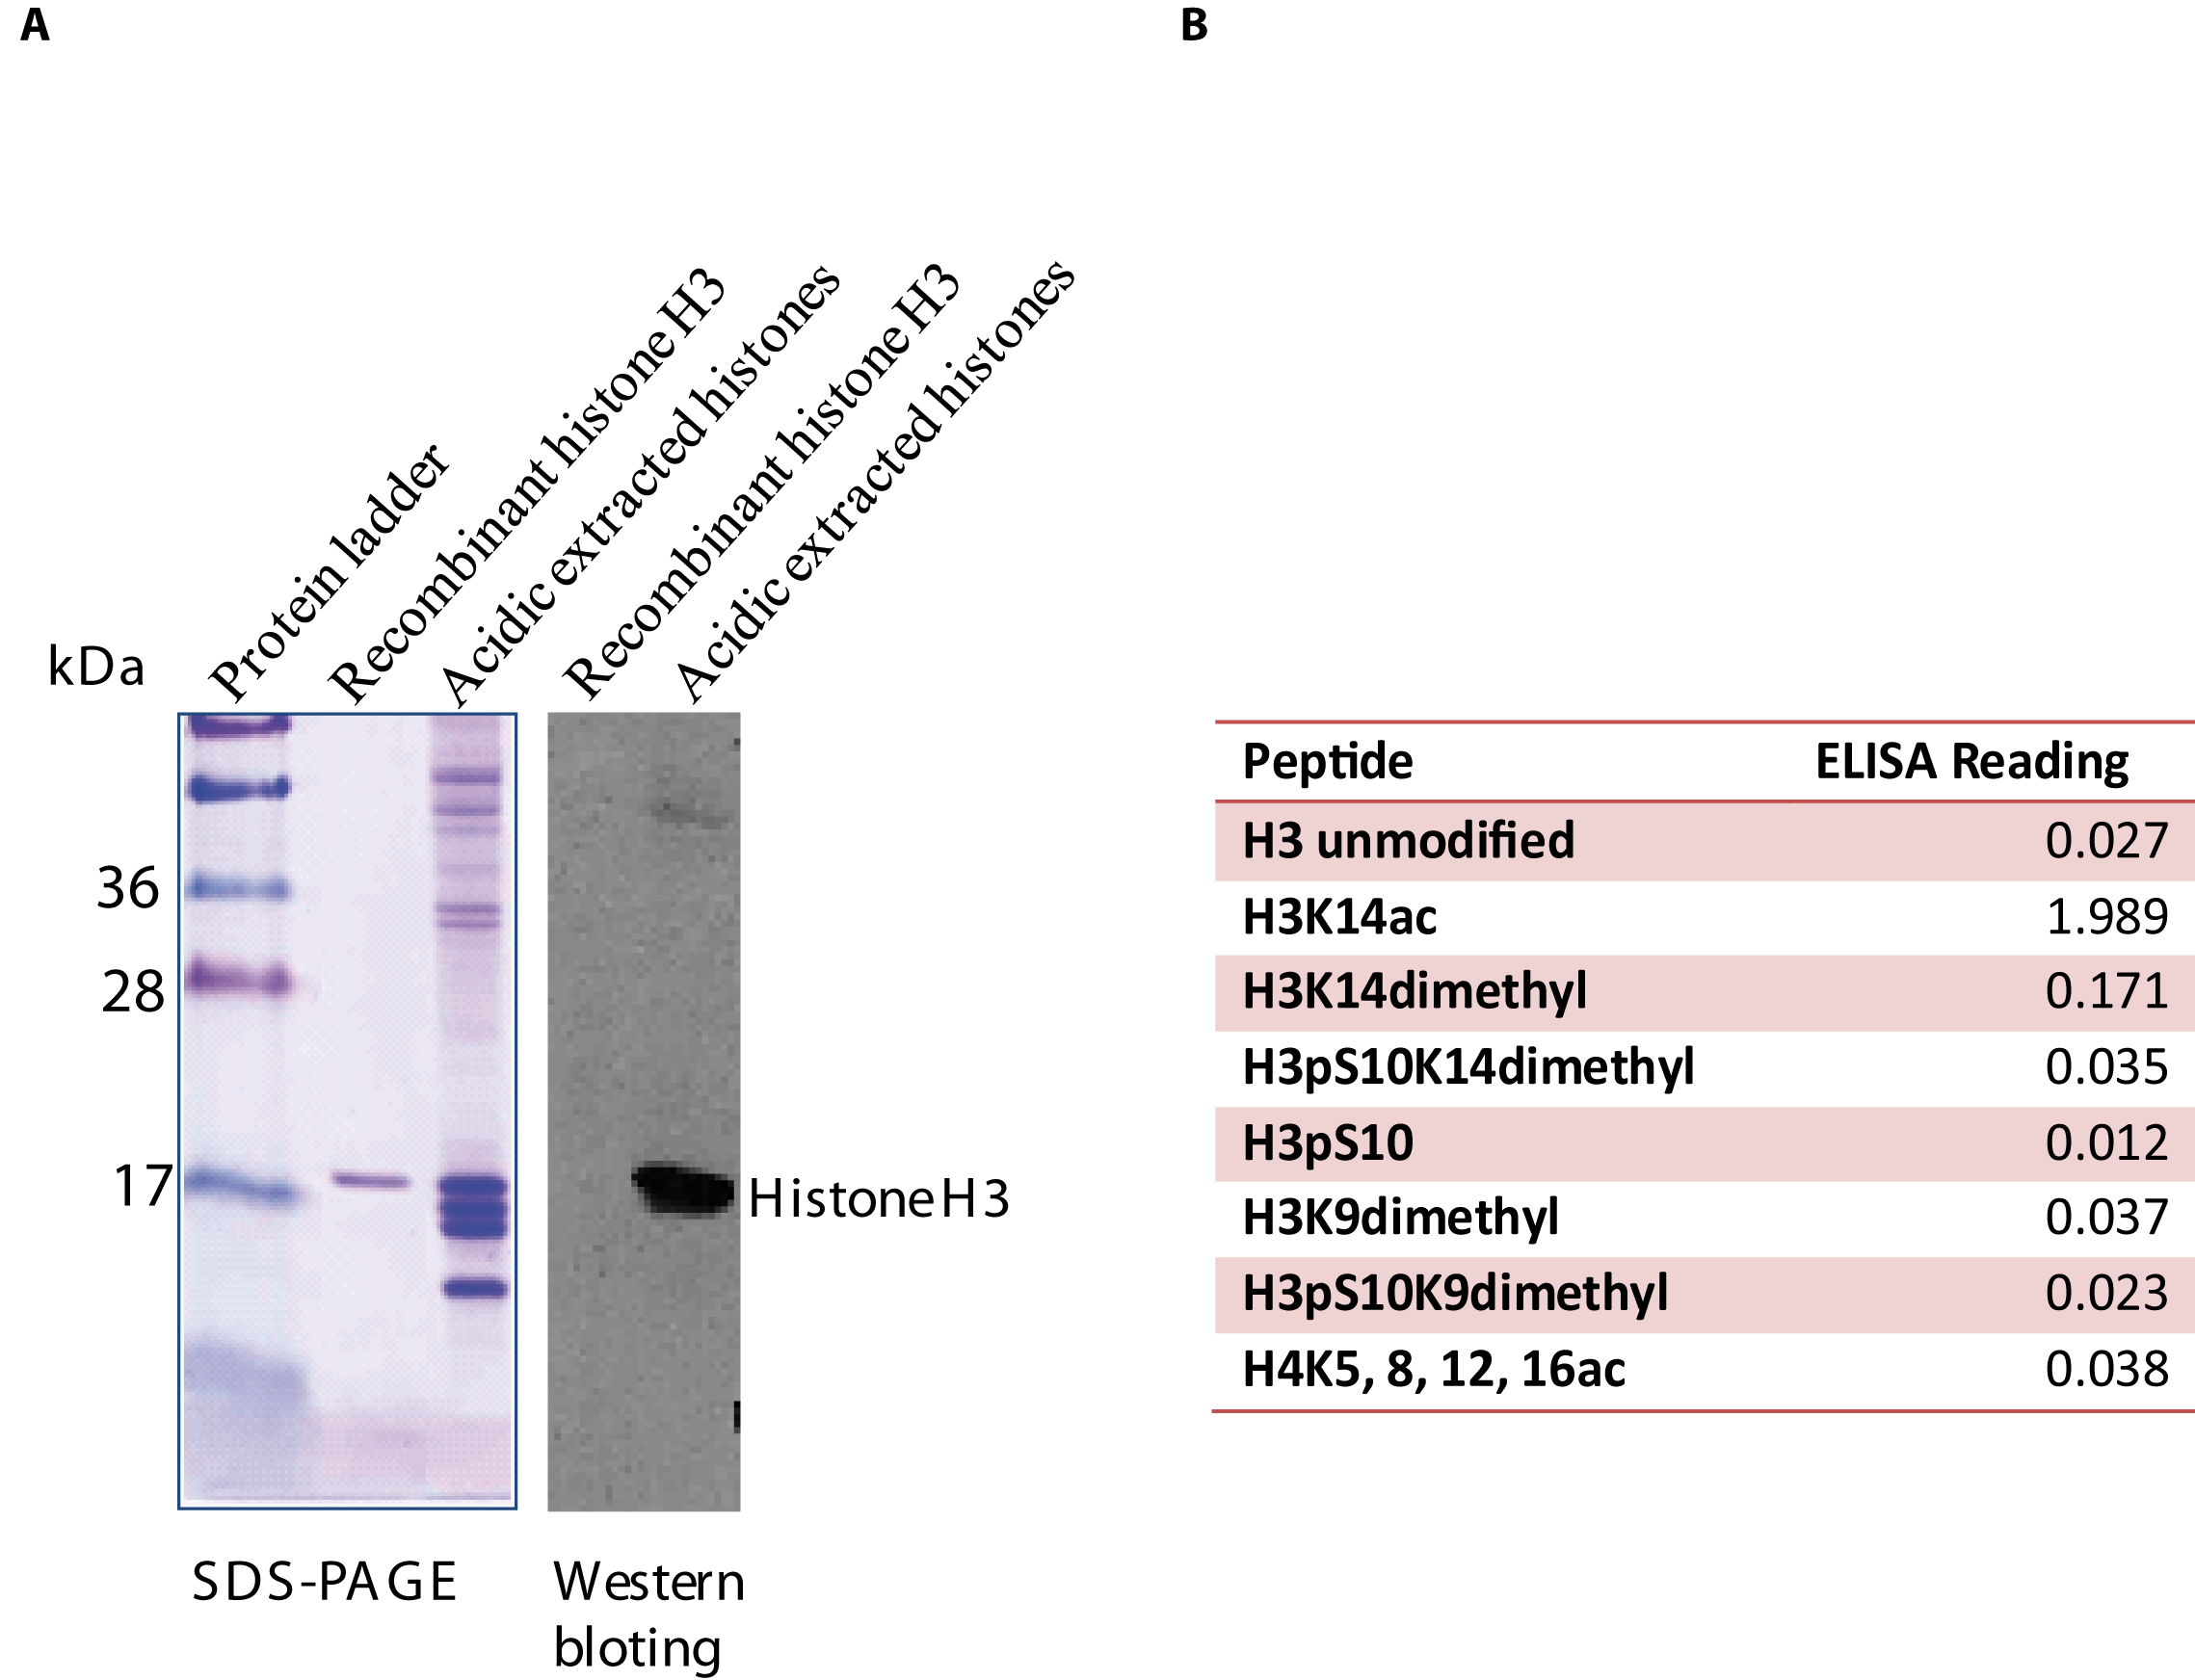
**

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 3 — Figure S3. Validation of (A) H3K9ac and (B) H3K14ac ChIP-seq in mouse embryonic stem cells by ChIP-qPCR. Peaks of local enrichment of H3K9 and H3K14 acetylation were determined after sequence alignment and normalization to input DNA. Tag density per peak (shown on the right of the graph) is plotted as fold enrichment over an arbitrarily chosen control genomic region. The list of primer is provided as Supplementary Table S1. These ChIP-qPCR results confirmed the specificity of the predicted peaks for H3K9 and H3K14 acetylation.

**Additional File 3: Supplementary Figure S3. Validation of (A) H3K9ac and (B) H3K14ac ChIP-seq in mouse embryonic stem cells by ChIP-qPCR.** Peaks of local enrichment of H3K9 and H3K14 acetylation were determined after sequence alignment and normalization to input DNA. Tag density per peak (shown on the right of the graph) is plotted as fold enrichment over an arbitrarily chosen control genomic region. The list of primer is provided as Supplementary Table S1. These ChIP-qPCR results confirmed the specificity of the predicted peaks for H3K9 and H3K14 acetylation.

**
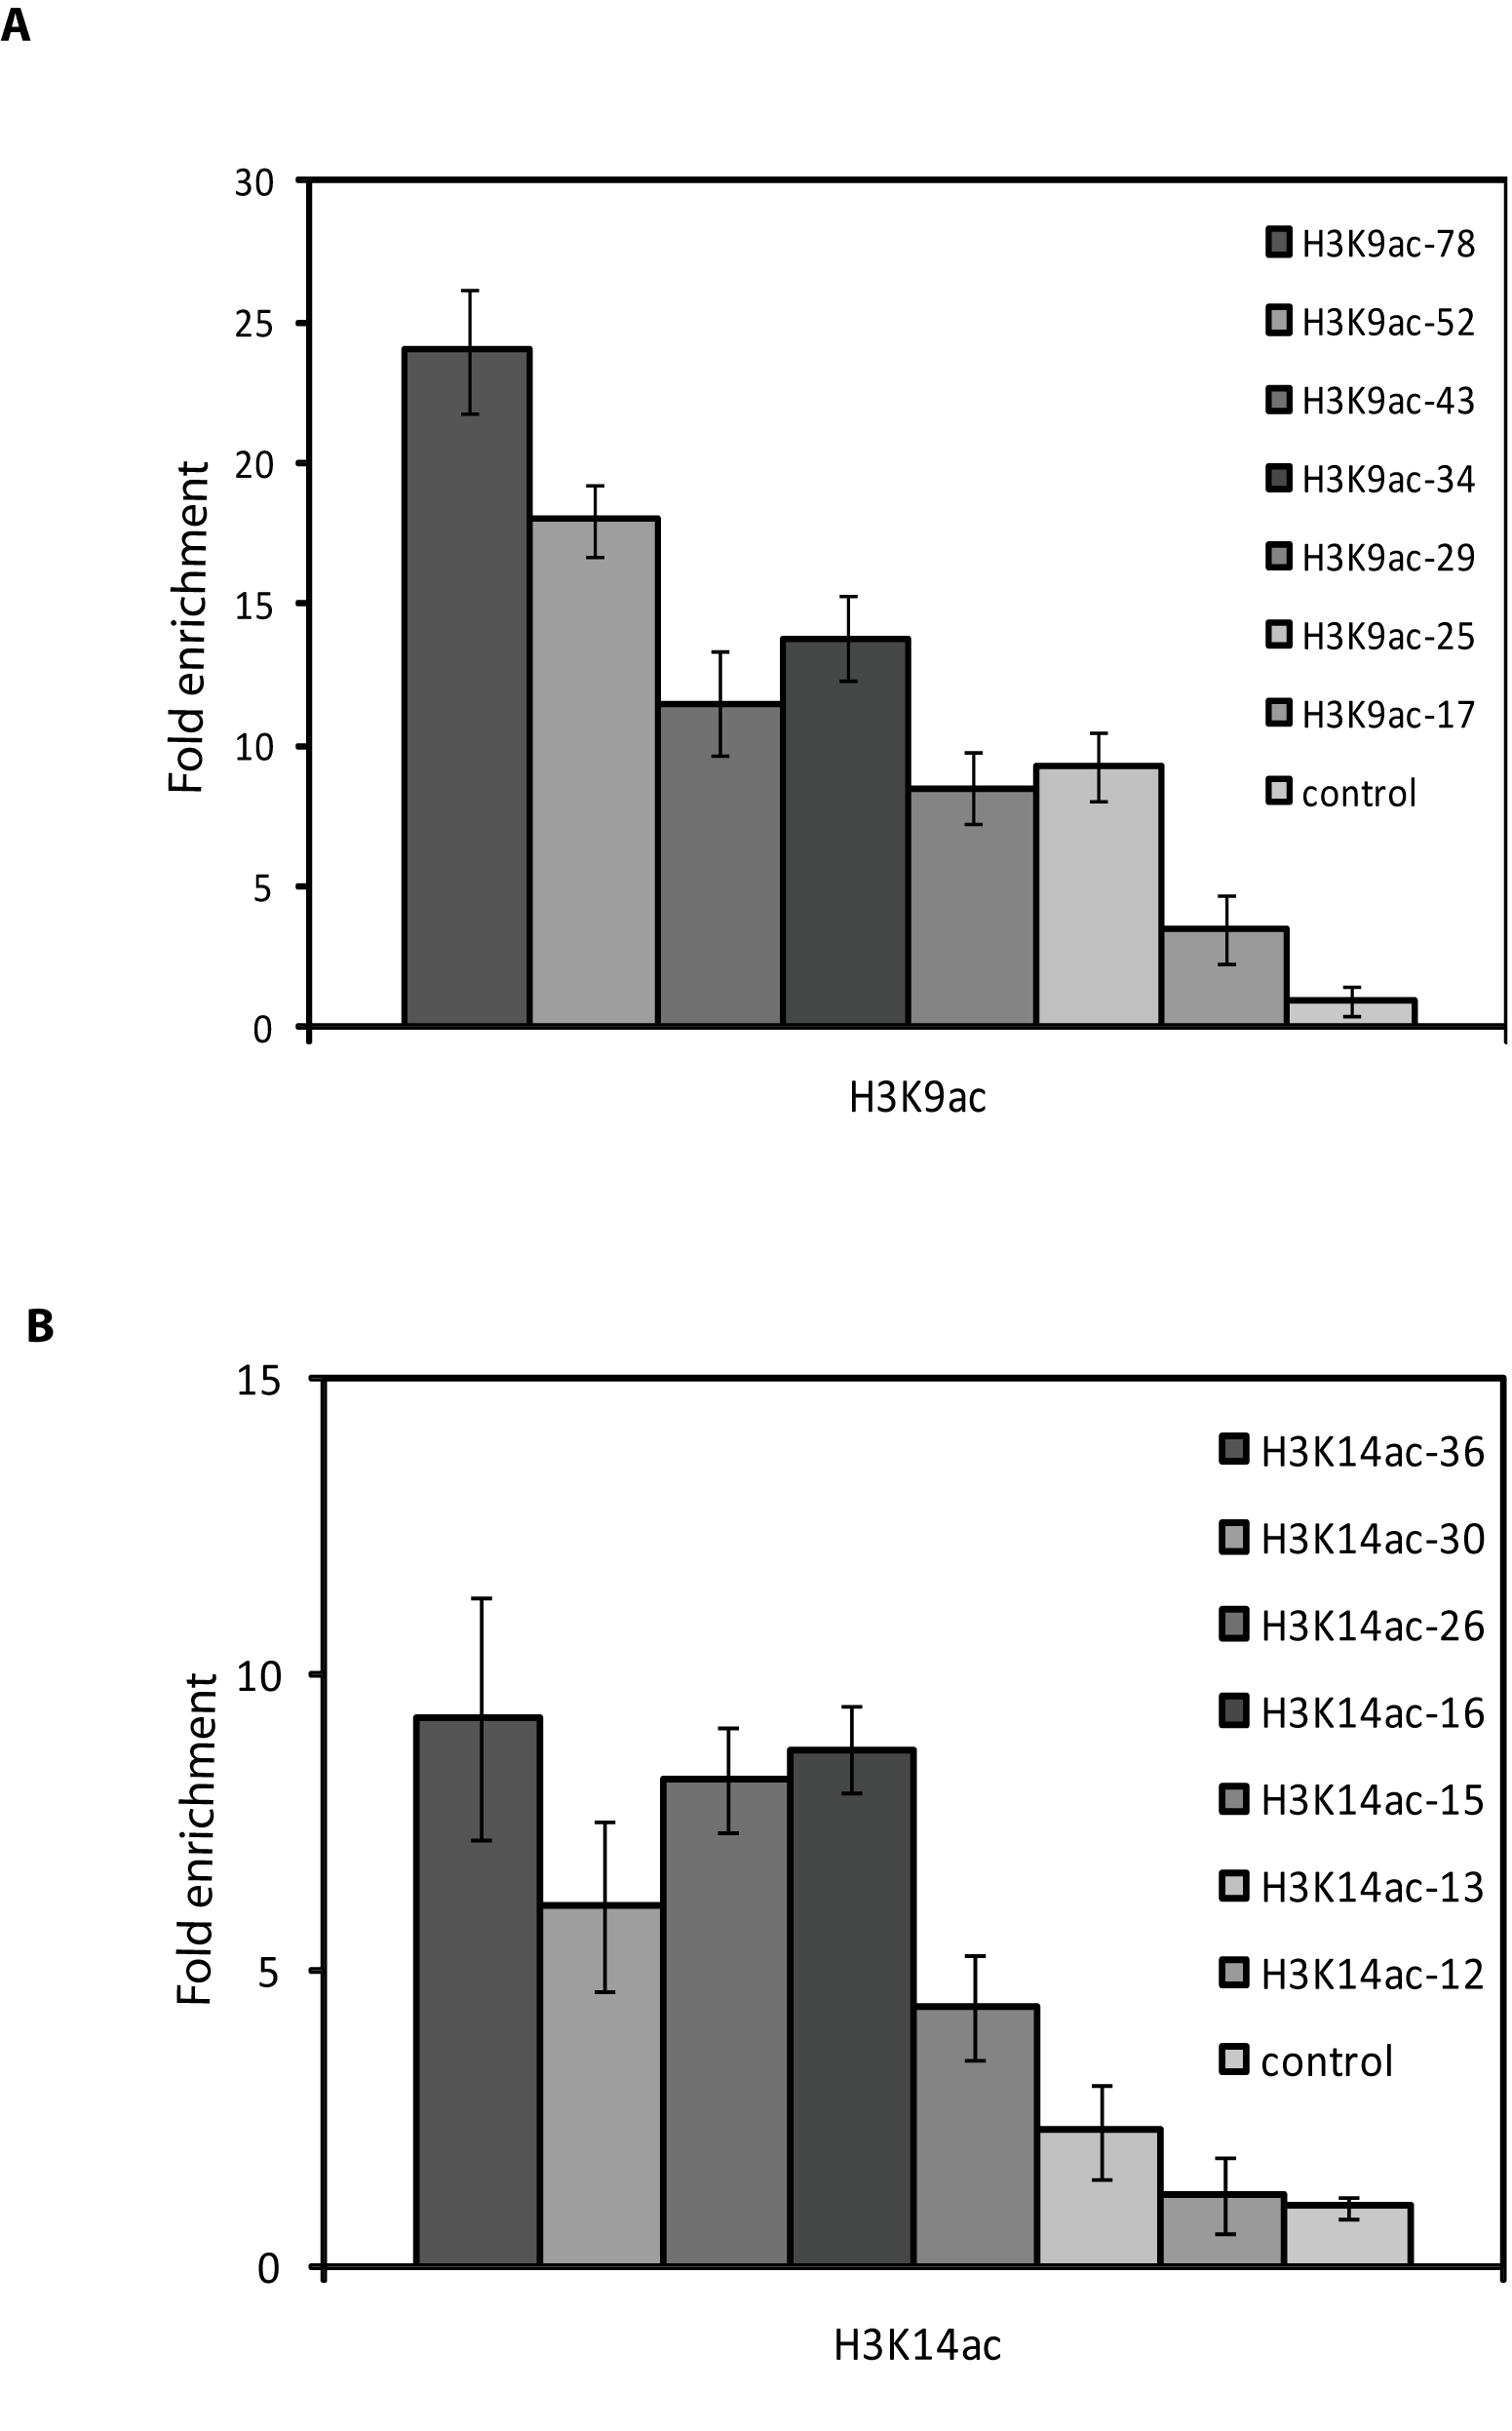
**

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 4 — Table S1. List of primers used for ChIP-qPCR validation.

**Additional File 4: Supplementary Table S1. List of primers used for ChIP-qPCR validation.**

**Primers used in Figure 1E**

| Primers | | Forward primer | | Reverse primer | | |
| --- | --- | --- | --- | --- | --- | --- |
| Rnf25 |  | | GGGAGCAATGGGGTCGATAA | | TCAAGGGGCGAGGGATAGAA |  |
| Hspd1 |  | | CCCGAGCAAGGTCAAAGTGAA | | GGCTAGGGTGGAAGCAACTT |  |
| B230219D22Rik | | | ACGGCCTCCCACACTTGTTT | | AAGCTTCAAAGGCCCACACG |  |
| Hnrnpa2b1 |  | | CAGTCGCTTCAGCCCGATTT | | CTTTGCGGCCCAGTTTCTTG |  |
|  | | |  | |  |  |
|  |  | |  | |  |  |
|  |  | |  | |  |  |

**Primers used in Figure 5B and 5C.**

| Sntg1 | |  | | | TTGTGCAGCGCAGACTTGTG | | ACGCTCGTGCAATCACTCCA | |  | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| TCFAP2D | |  | | | GCGCCTTGGTTGCAAAATG | | GGCAACCGTGGAATTGGCTA | |  | | | |
| Gabra4 | |  | | | CAAGCTTGCAAGTGCTGCTCA | | TTGGGGTTTTGAAGTCGCTGA | |  | | | |
| GRM8A | |  | | | TGGCTGTCAGCTGCATGGTT | | GCAAAAGAAAGCCCCCACCT | |  | | | |
| Hhip | |  | | | TGTTCTCCAGACGCCCCAAT | | CCCCAAAGCGCCTAAAGAGAA | |  | | | |
|  | |  | | |  | |  | |  | | | |
|  | **Primers used in Figure 7** | | | | | | | | |  | |  |
|  | Hspd1 | | |  | | CCCGAGCAAGGTCAAAGTGAA | | GGCTAGGGTGGAAGCAACTT | | |  | |
|  | B230219D22Rik | | | | | ACGGCCTCCCACACTTGTTT | | AAGCTTCAAAGGCCCACACG | | |  | |
|  | 4930486L24Rik | | | | | TGGGAACCAGTGCAGAGTTGAG | | AAAGCAGGCAGATCCCTCAGTG | | |  | |
|  | Dsc1 | |  | | | CCCTGCCTTCGATTCTCTCAAG | | ACTTCAGATGGCTGTGGCCTGT | | |  | |

**Primers used in Supplementary Figure S3.**

|  |  |  |
| --- | --- | --- |
| H3K9ac-78 | CCTCCCACAACAAAACAACC | GTCGATGGAACCAGCCAATA |
| H3K9ac-58 | CCCGAGCAAGGTCAAAGTGAA | GGCTAGGGTGGAAGCAACTT |
| H3K9ac-41 | TAGCAGATGTGGGTGGGTTGTG | ACACGATGGAGGAGGAGTTGGA |
| H3K9ac-30 | ACACCCACTTGGTAATCACAAACA | CCAATCAAGGAACAGAGGATGTCA |
| H3K9ac-27 | CTCTCACTTGTCGCCATTCTGC | CGATGAGAGCATCAGAACATTTCC |
| H3K9ac-25 | GGGAGCAATGGGGTCGATAA | TCAAGGGGCGAGGGATAGAA |
| H3K9ac-15 | TGAATGAAAAGCCACAGACCACTC | TCAATTTGGCTGGCTCACCTT |
| control | TCTGCCCAGTTTCTGGTTTGC | ATGCGCAAAGCCAAGGTCTC |
|  |  |  |
|  |  |  |
| H3K14ac-36 | GGACTGTATTCCGAGGGAGAGGTT | CAACATGCGAACACGGAGGA |
| H3K14ac-30 | CAGTCGCTTCAGCCCGATTT | CTTTGCGGCCCAGTTTCTTG |
| H3K14ac-26 | CAGTCGCTTCAGCCCGATTT | CTTTGCGGCCCAGTTTCTTG |
| H3K14ac-16 | ACGGCCTCCCACACTTGTTT | AAGCTTCAAAGGCCCACACG |
| H3K14ac-15 | GCTTTGCTGGCTTCTGATGGA | AAAAGCGGAAGCCCTTGGAC |
| H3K14ac-13 | CCCGGCATTTGCGTCTCTAT | AAGGCTCGTCCCCAAAATGC |
| H3K14ac-12 | GTGCTGCCACACCCAAAAAG | TTGGCCTTGGCTGGACTCTT |
| control | TCTGCCCAGTTTCTGGTTTGC | ATGCGCAAAGCCAAGGTCTC |

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 5 — Figure S4. Enrichment of H3K9ac and H3K14ac over various genomic regions. Average enrichment profile of H3K9 and H3K14ac over the promoters, coding exons, introns and distal intergenic regions. Enrichment over distal intergenic and intronic sites is comparable to promoters.

**Additional File 5: Supplementary Figure S4. Enrichment of H3K9ac and H3K14ac over various genomic regions.** Average enrichment (tag density) profile of (A) H3K9 and (B) H3K14ac over the promoters, coding exons, introns and distal intergenic regions.Enrichment over distal intergenic and intronic sites is comparable to promoters. Y-axis represents enrichment of mean tag density of H3K9ac and H3K14ac signals at the different genomic locations tested.

**
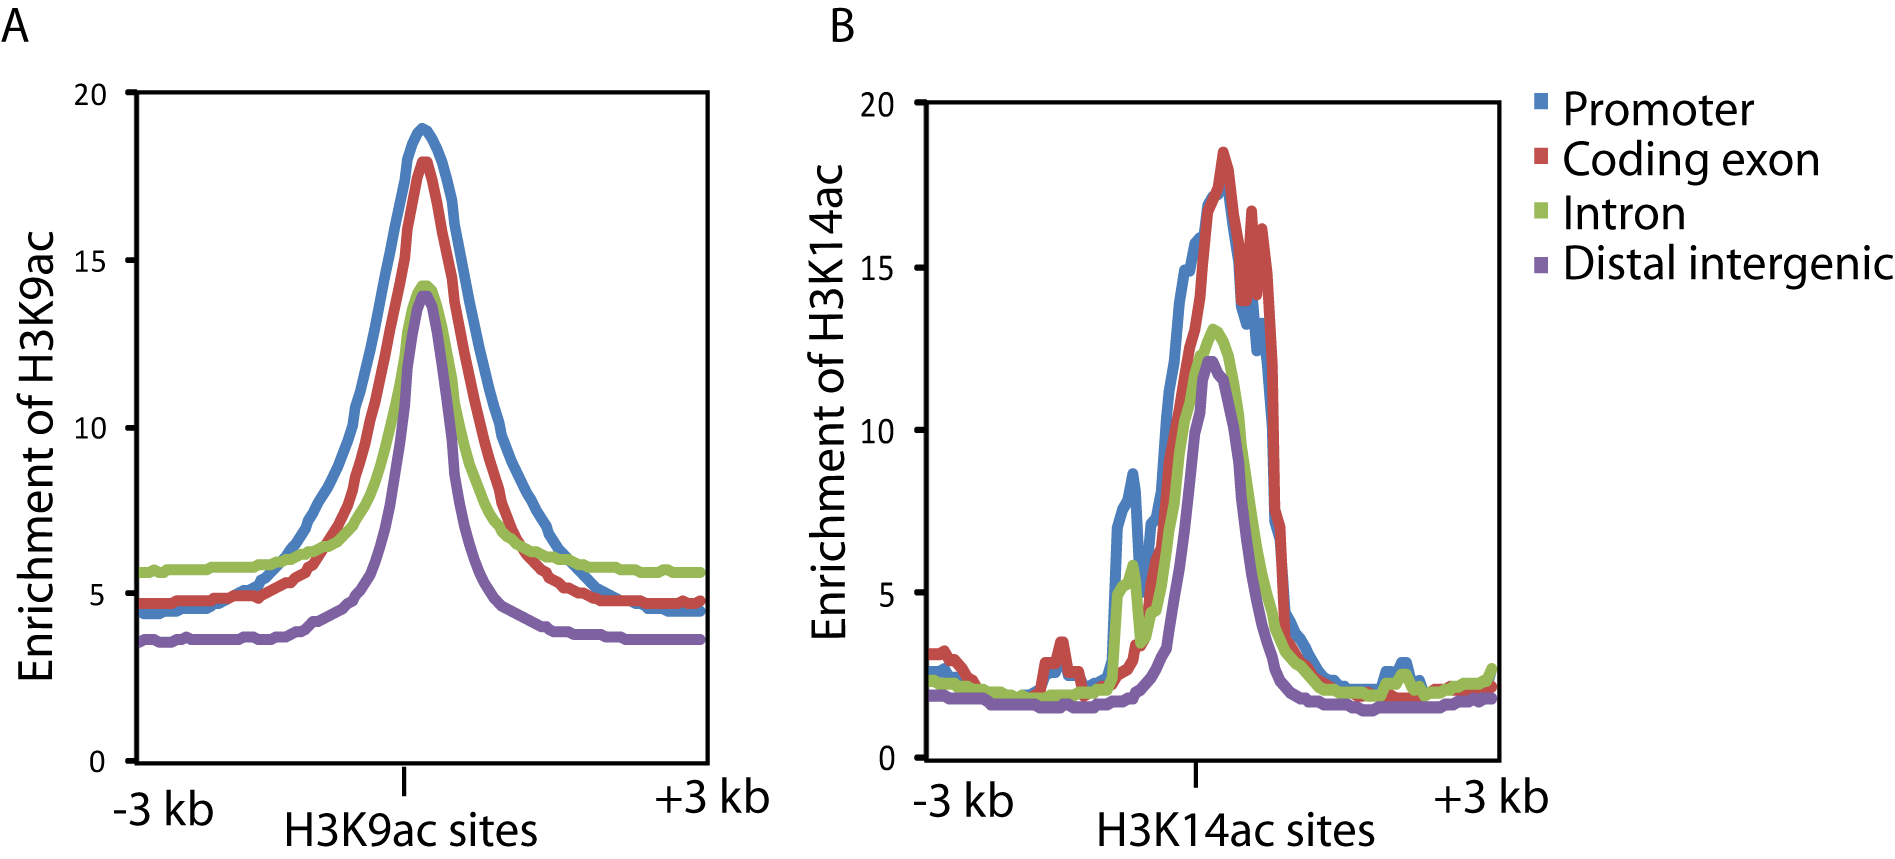
**

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 6 — Figure S5. Correlation of H3K9ac (A) and H3K14ac (B) intergenic peaks with H3K4me1, H3K27ac, Pol II and p300. Heatmaps of the signal density using k-means clustering over H3K9ac and H3K14ac distal intergenic sites (-/+ 5 kb). Strong correlation with H3K4me1 and H3K27ac and presence of Pol II and p300 over H3K9ac and H3K14ac intergenic sites suggest that they may act as enhancers.

**Additional File 6: Supplementary Figure S5. Correlation of H3K9ac (A) and H3K14ac (B) intergenic peaks with H3K4me1, H3K27ac, Pol II and p300.** Heatmaps of the signal density using k-means clustering over H3K9ac and H3K14ac distal intergenic sites (-/+ 5 kb).Strong correlation with H3K4me1 and H3K27ac and presence of Pol II and p300 over H3K9ac and H3K14ac intergenic sites suggest that they may act as enhancers.

**
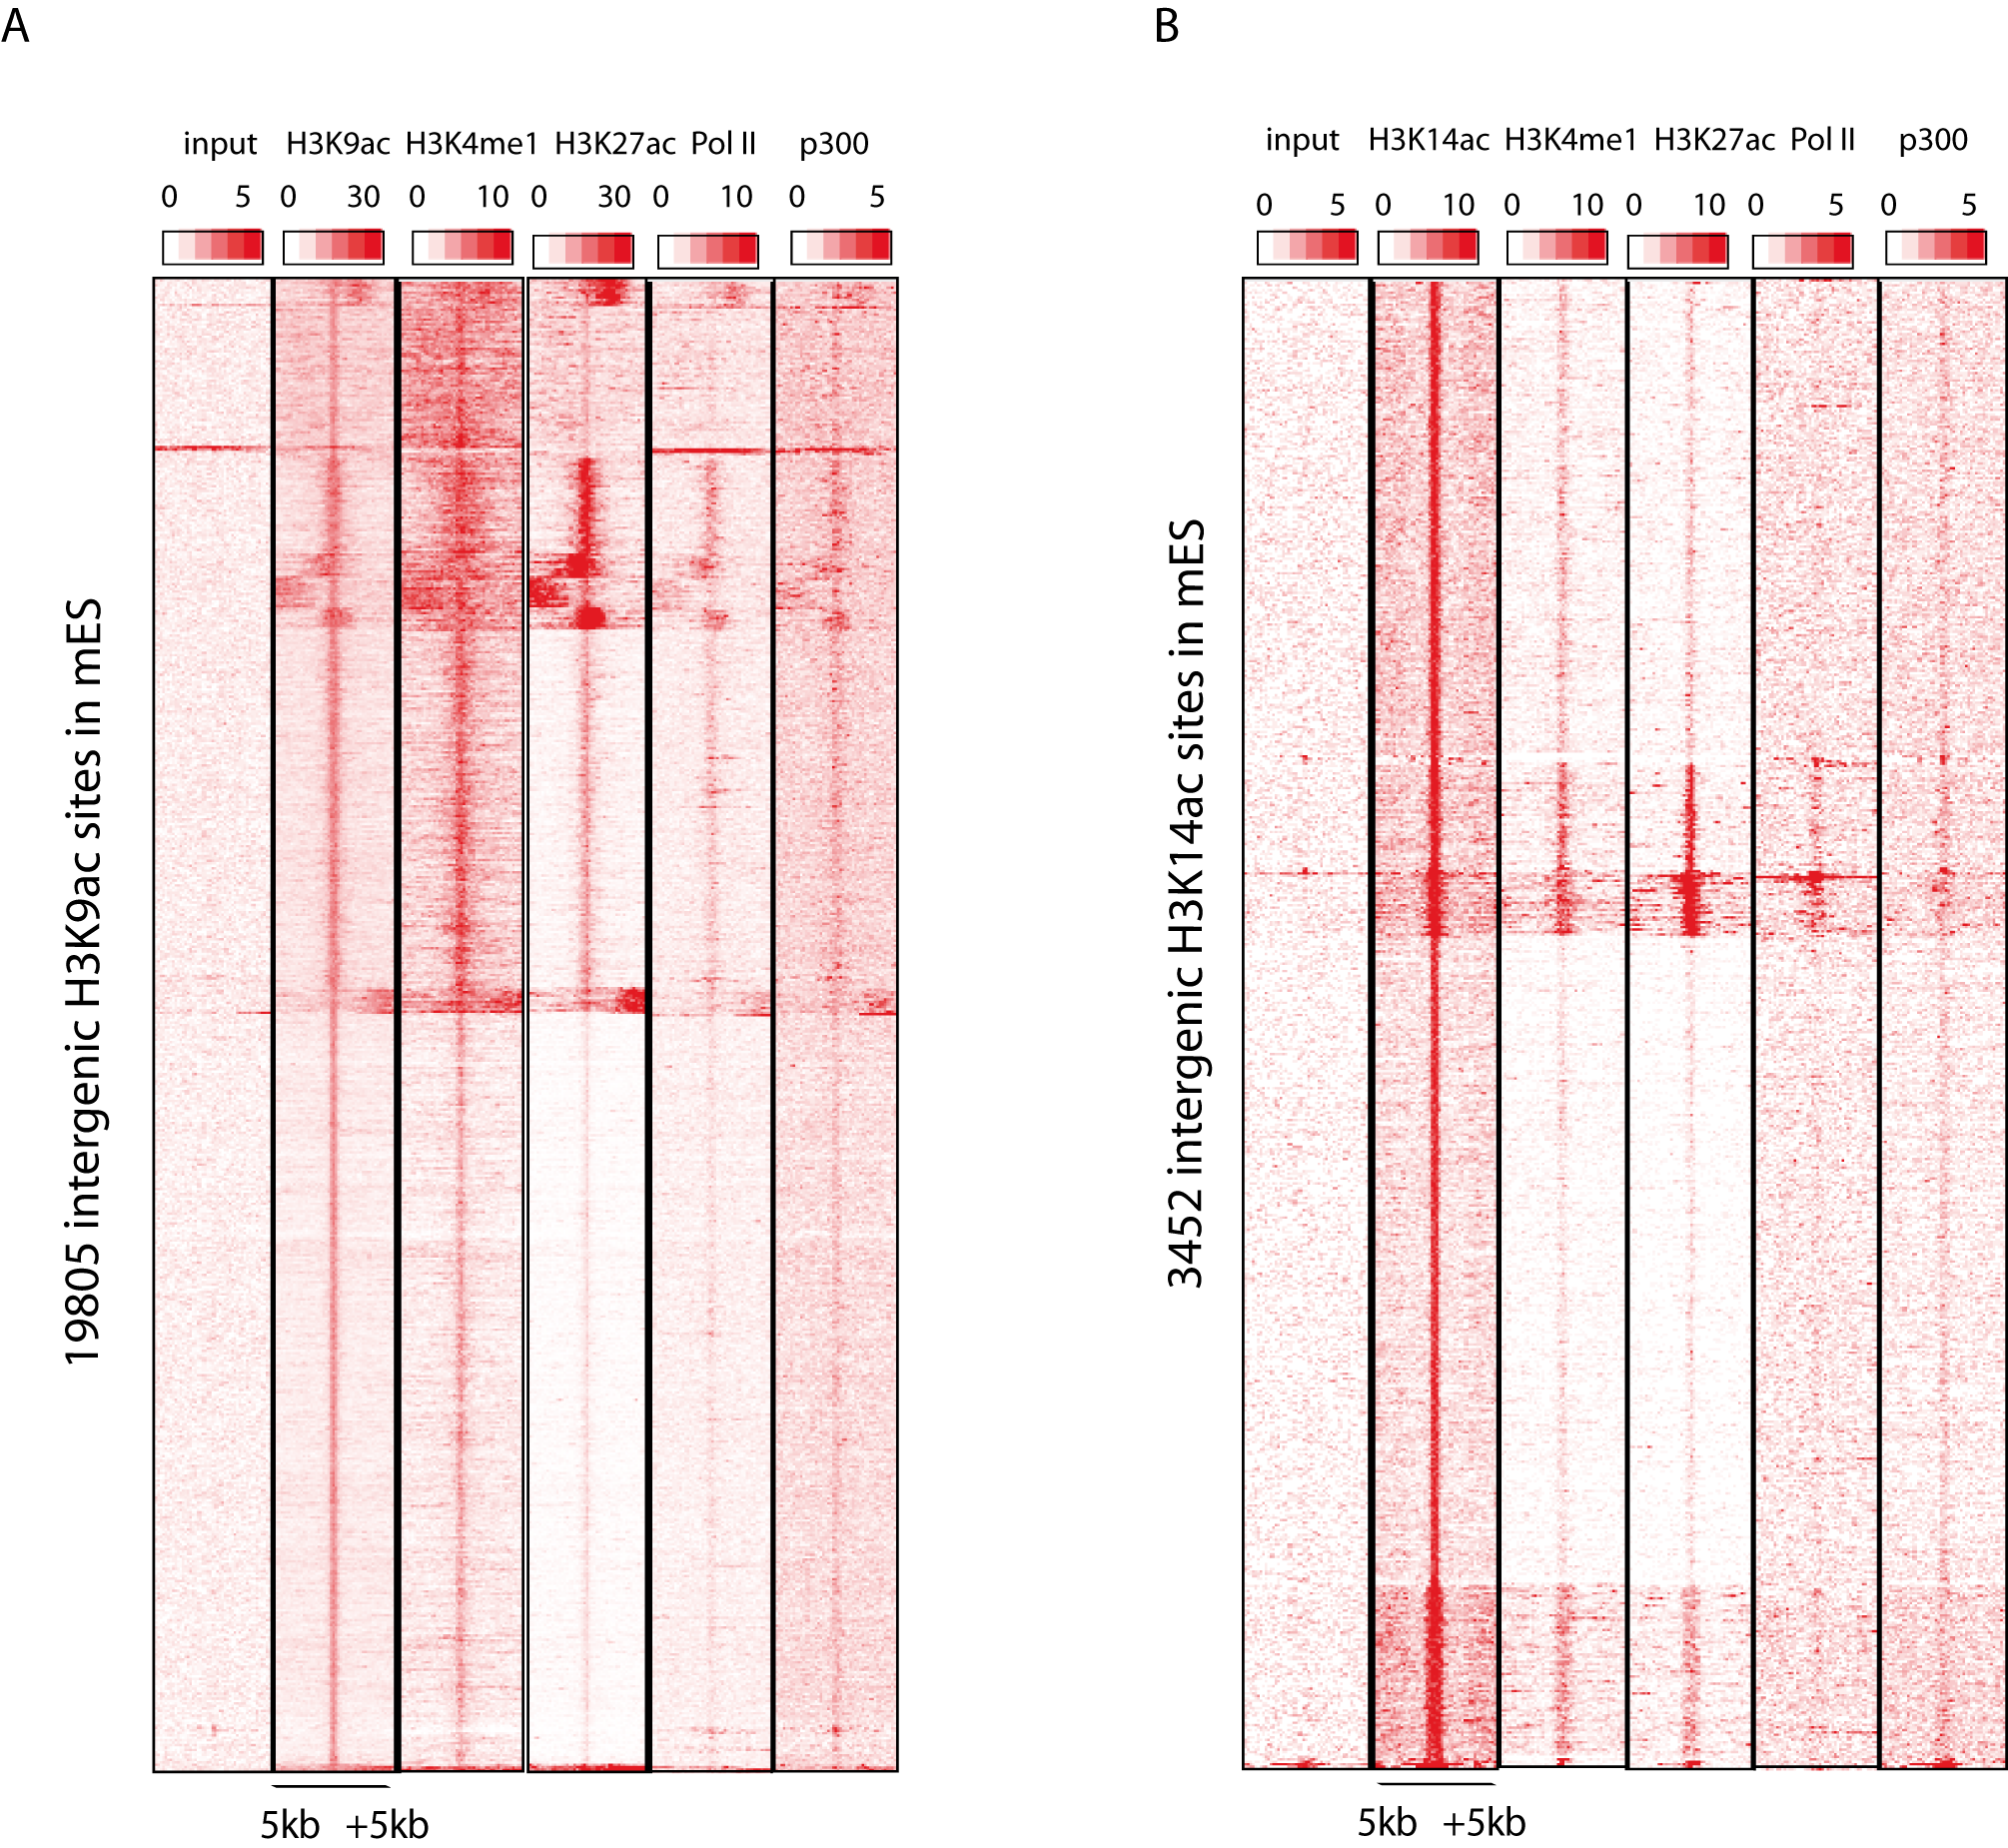
**

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 7 — Figure S6. Measurement of Oct4 level at various time points after the treatment with 5 mg/ml sodium butyrate in ES cells. Level of Oct4 was monitored by Western blot to see the pluripotent state of the ES cells at various time points after sodium butyrate treatment. The similar levels of Oct4 observed at different experimental time points suggest that the time points we have used for sodium butyrate treatment have no effect on pluripotency of the ES cells. Tubulin was used as a loading control.

**Additional File 7: Supplementary Figure S6. Measurement of Oct4 level at various time points after the treatment with 5mg/ml sodium butyrate in ES cells.** Level of Oct4 was monitored by Western blot to see the pluripotent state of the ES cells at various time points after sodium butyrate treatment. Similar level of Oct4 at experimental time points suggest that the time points we have used for sodium butyrate treatment have no effect on pluripotency of the ES cells. Tubulin was used as a loading control.

**
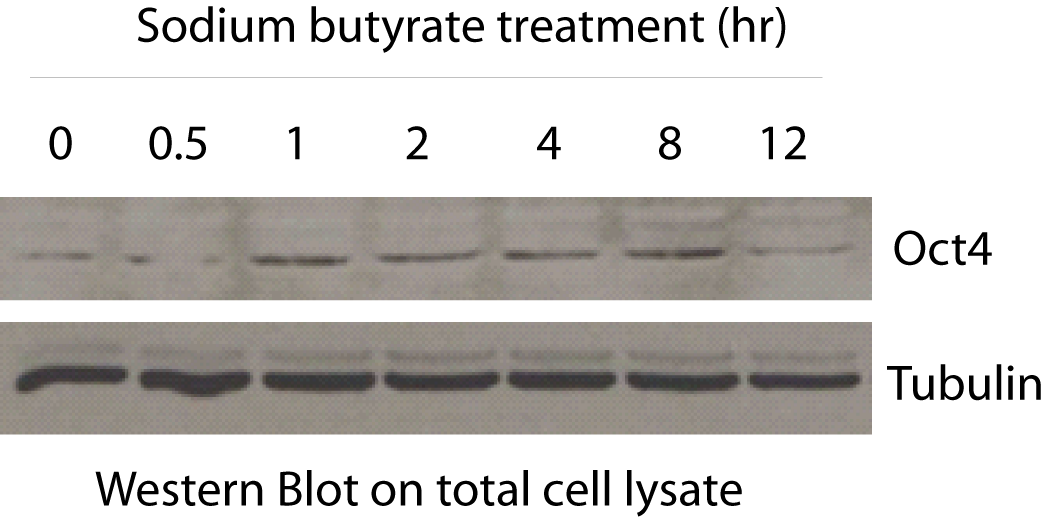
**

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 8 — Figure S7. Ratio of tag density of least expressed to highest expressed gene promoters for H3K9 and H3K14 acetylation. H3K9 and H3K14 acetylation tag density were calculated over 500 least and highest expressed gene promoters based upon their RNA-sequencing expression profile. The ratio of tag density of least expressed to highest expressed plotted for H3K9 and H3K14 acetylation, which shows that H3K14ac is specifically enriched at inactive promoters as compared to H3K9ac.

**Additional File 8: Supplementary Figure S7. Ratio of tag density of least expressed to highest expressed gene promoters for H3K9 and H3K14 acetylation.** H3K9 and H3K14 acetylation tag density were calculated over 500 least and highest expressed gene promoters based upon their RNA-sequencing expression profile. The ratio of tag density of least expressed to highest expressed plotted for H3K9 and H3K14 acetylation, which shows that H3K14ac is specifically enriched at inactive promoters as compared to H3K9ac.

**
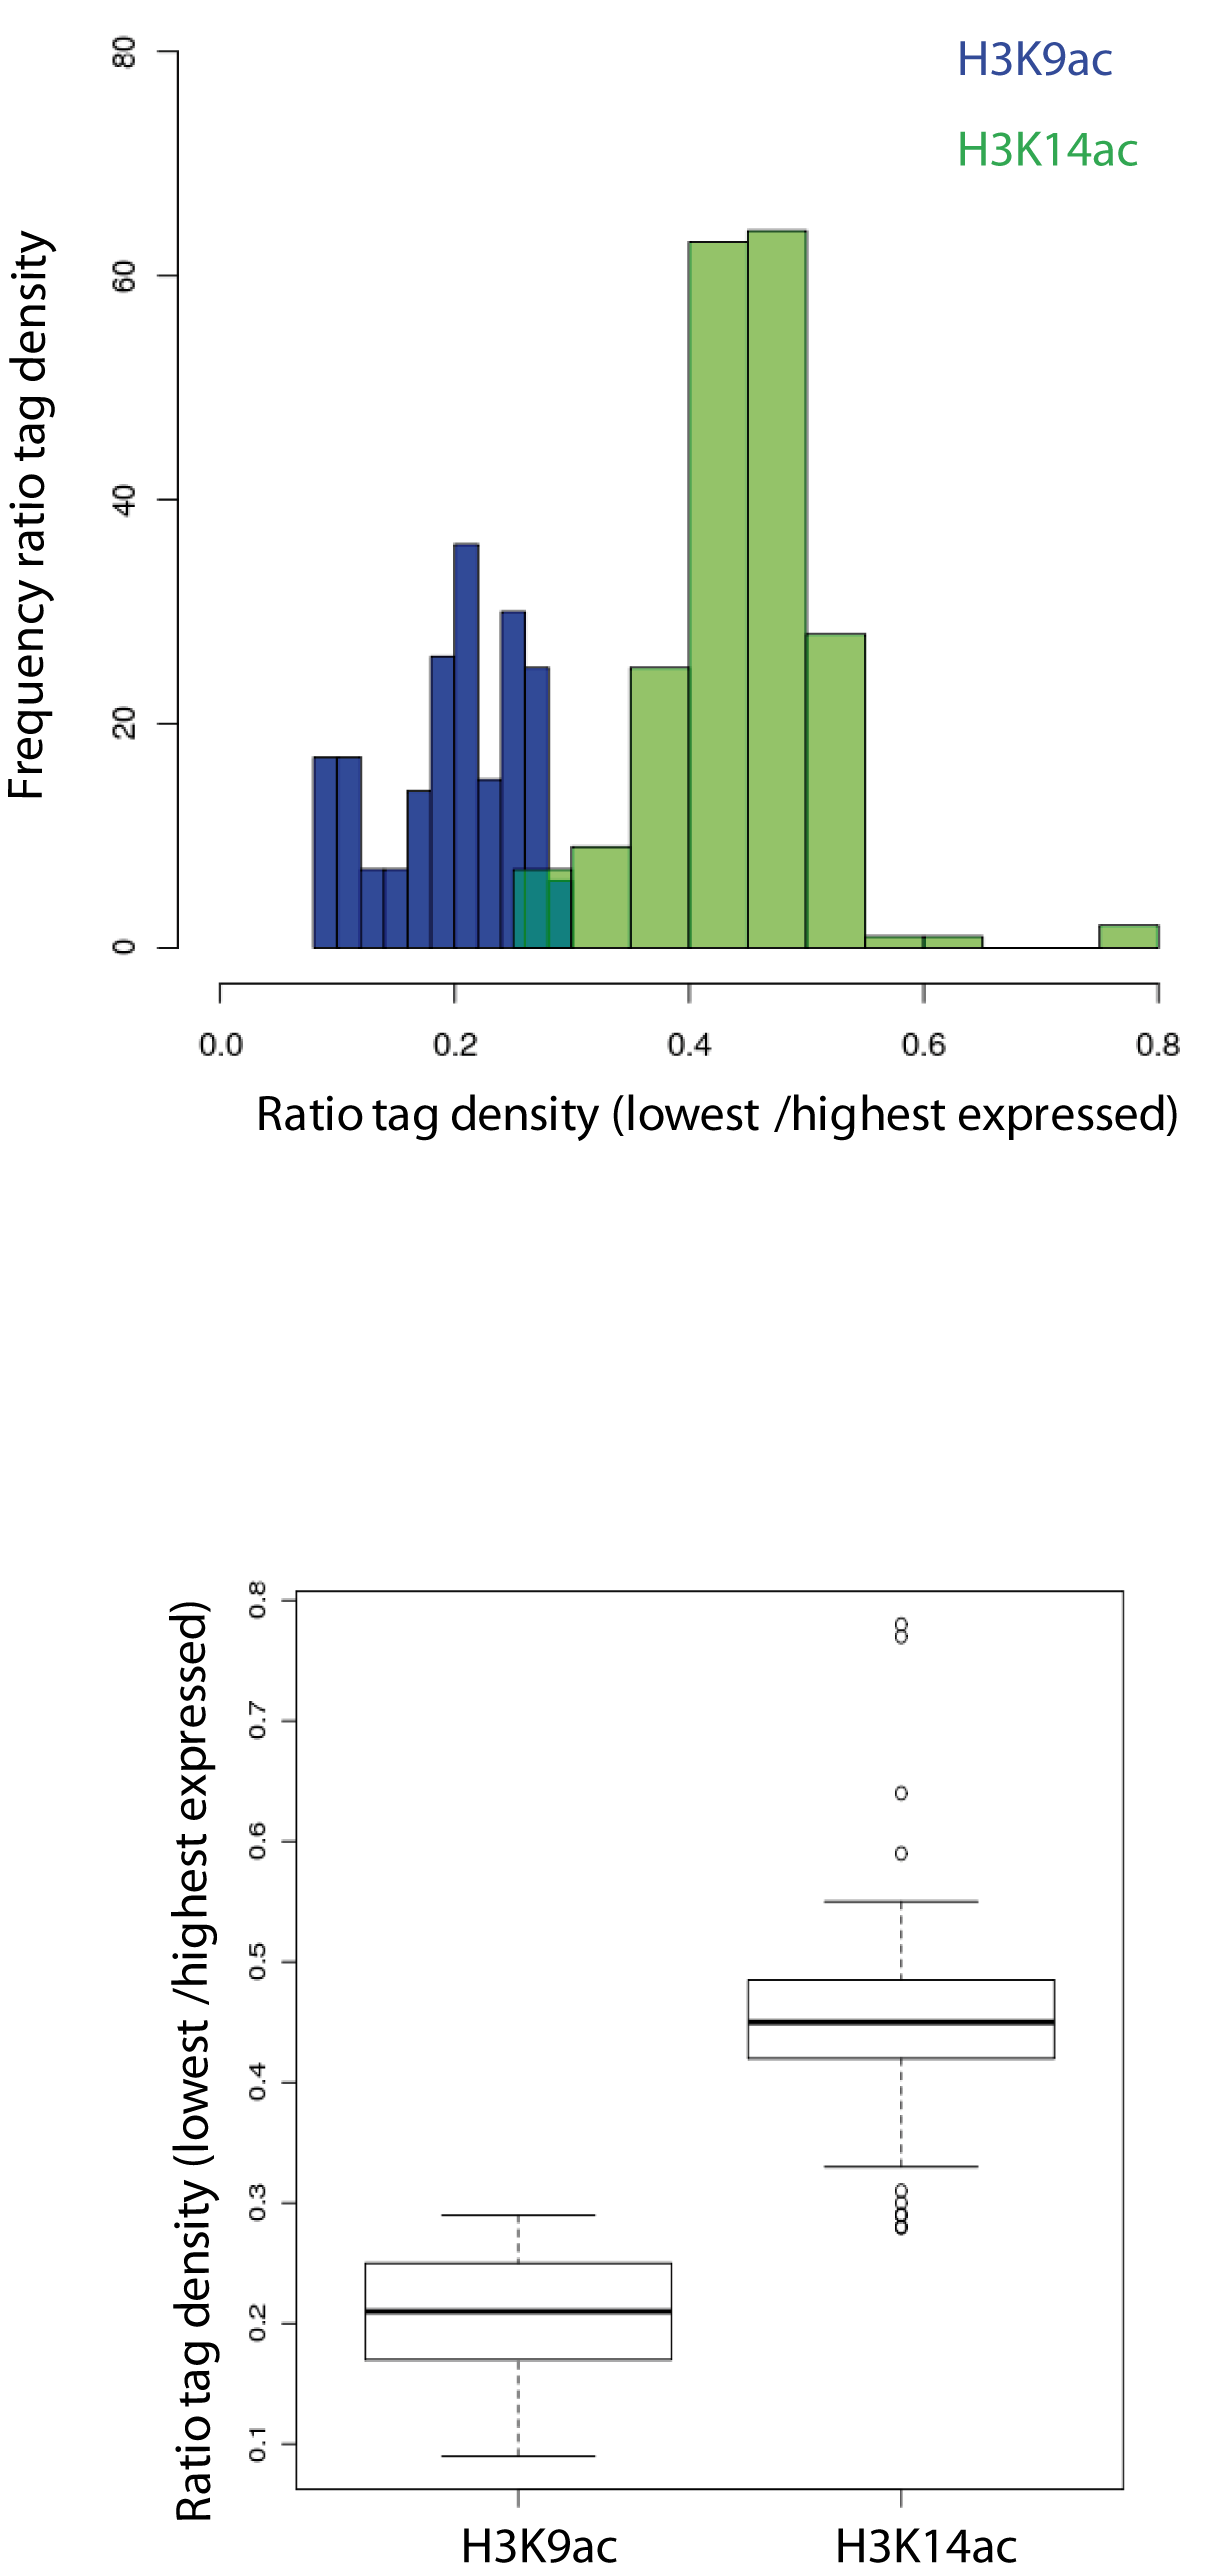
**

**
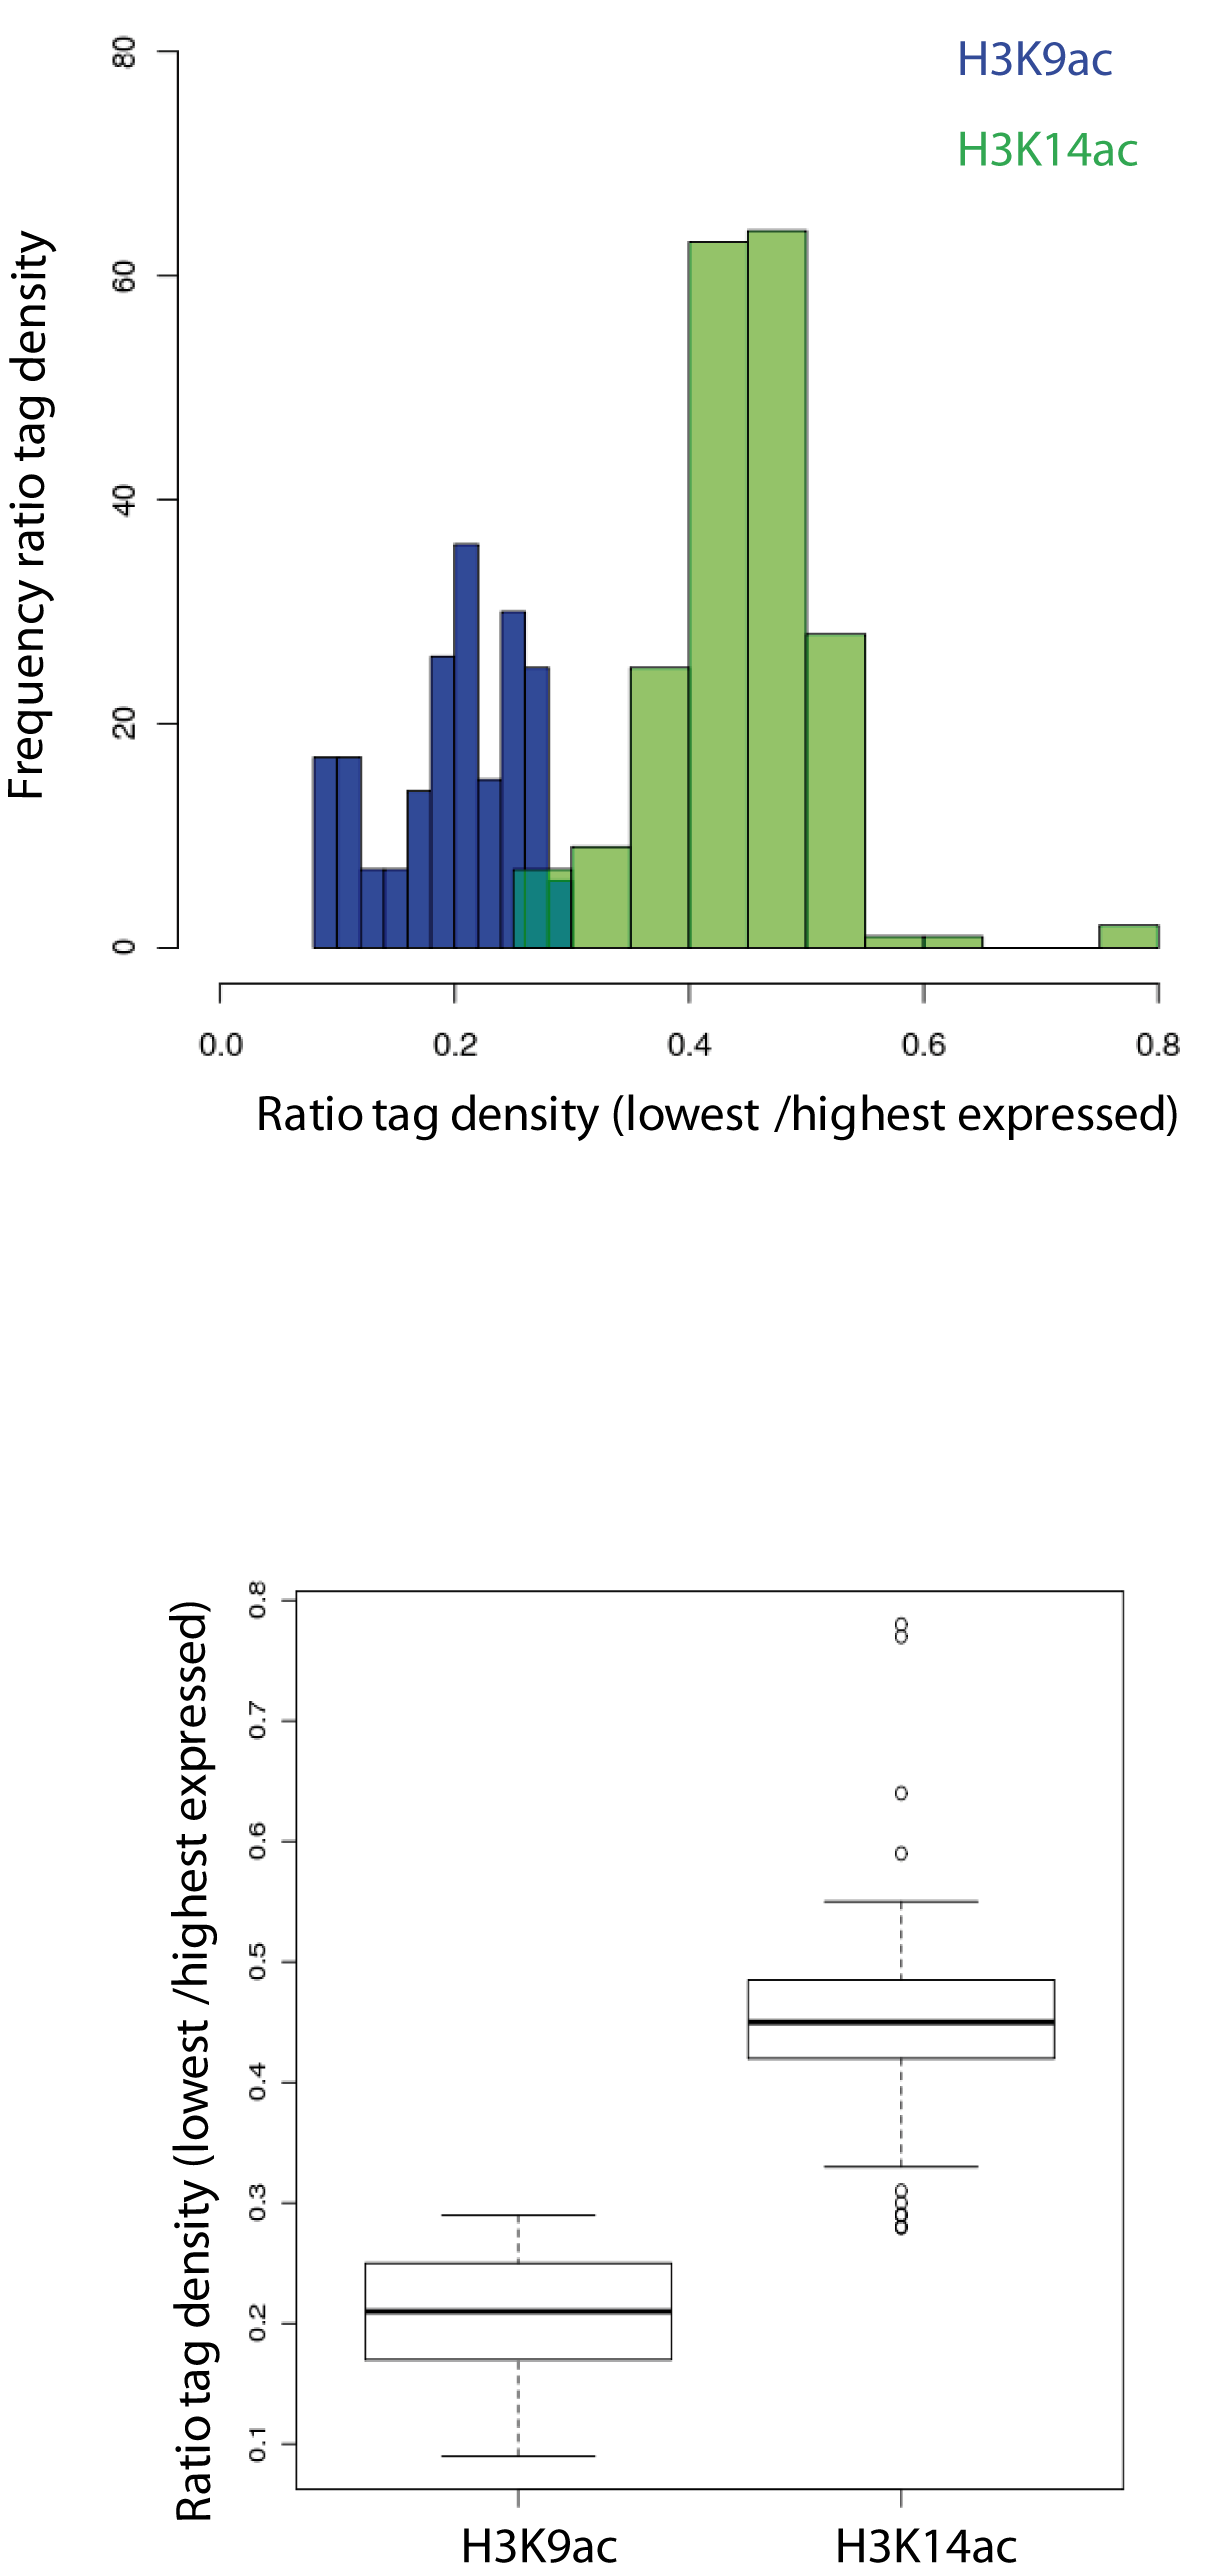
**

# Supplementary material for: H3K9 and H3K14 acetylation co-occur at many gene regulatory elements, while H3K14ac marks a subset of inactive inducible promoters in mouse embryonic stem cells
**Source:** BMC Genomics. 2012 Aug 24;13:424. doi: 10.1186/1471-2164-13-424
**Supplement:** Additional file 9 — Table S2.Number of mapped reads for the data set used in this study.

**Additional File 9: Supplementary Table S2**. Number of mapped reads for the data set used in this study.

| **Sample** | **Cell type** | **Aligned Reads** | **Mapped peaks** | **Accession ID** |
| --- | --- | --- | --- | --- |
| **H3K9ac** | mES | 2.31E+007 | 60204 | GSM775313 |
| **H3K14ac** | mES | 2.23E+007 | 8105 | GSM775314 |
| **H3K27ac** | mES | 1.14E+007 | NA | GSM594578 |
| **H3K4me1** | mES | 8.20E+006 | NA | GSM594577 |
| **H3K4me3** | mES | 8.84E+006 | NA | GSM307618 |
| **H3K9me3** | mES | 4.23E+006 | NA | GSM307621 |
| **H3K27me3** | mES | 6.53E+006 | NA | GSM307619 |
| **Pol II** | mES | 2.68E+006 | NA | GSM307623 |
| **Total H3** | mES | 4.39E+006 | NA | GSM307624 |
| **Input** | mES | 2.73E+006 | NA | GSM307625 |
| **p300** | mES | 8.22E+006 | NA | GSM699164 |
| **RNA-seq** | mES | - | NA | GSM632013 |

How the deposited data were processed for this re-analysis (not part of the article)

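The 4 libraries come from mouse embryonic stem cells. They are H3K9ac with antibody ab4441, H3K14ac with the antibody 13HH3-1A5, H3K14ac with the antibody 7G8, and input DNA. Each has 1 library, so no comparison between conditions or replicates was made. The labels of the libraries name the E14 line, whereas the methods describe wild type ES cells derived from blastocysts.

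The authors aligned single-end reads of 36 bases with ELAND to mm9 and deposited one line per mapped read, with its chromosome, start, end and strand, before peaks were called with MACS. The values are positions and carry no normalization. The deposited score is 1 on every line and was not used, so each line counted as 1 tag. In the files of H3K9ac, 7G8 and input no position and strand repeats, so repeats had been removed before deposit, a step that the methods do not describe. In the file of 13HH3-1A5 repeats are present. The numbers of tags are 23183487, 22365676, 23839094 and 19313927 in the order above. The depth sets the precision. At the 14 loci that the paper shows, a 95% interval was computed exactly from the tag counts, and a share of peaks was given with an exact binomial interval.

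The chromosome ends of the tags were checked against the genome sequence of the same build (NCBIM37), which was used with the GENCODE annotation (version M1). The annotation gave 22367 protein-coding genes, with 1 TSS each. Tags on chromosomes 1 to 19, X and Y were used. The 5′ end of each tag was moved by 100 bp. Peaks were called in windows of 400 bp against a Poisson rate, as described for MACS, since MACS itself was not run. Overlaps needed 1 bp, beside 100 random shifts of the peaks along their chromosome. Peak centres were assigned to promoters of 2 kb upstream of the TSS, coding exons, UTR exons, introns, 2 kb downstream of a gene, and distal intergenic regions. Densities were tags per 10000000 tags of the library, with a pseudocount of 1 before logarithms. CpG islands were found on the sequence. The calculations were done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

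The peak caller, the choice of TSSs and the prediction of tag ends were tested on simulated data with known answers. Named loci are those which the paper shows as tracks or tests by ChIP-qPCR, and the 3 peaks of each ChIP library with the most tags over scaled input. Correlations are across sites or bins within single libraries, and no p-value was attached to them. Alternatives were tried for the threshold, repeated tags, depth, the scaling and use of input, the antibody against H3K14ac, windows, the pseudocount, the promoter definition, the sites used, the number of chosen TSSs and the tags used to choose them.

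Expression data, the published data sets of Pol II, H3K4me3, H3K27me3, H3K27ac and H3K4me1, the refseq list and the list of putative enhancers were not used here. Classes of genes that rest on them were not analysed here. No ontology test was run.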

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

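The test of the input on chromosome Y, and the test of CpG-rich promoters with matched TSSs, were chosen only after the results were seen.

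The library made with the antibody 7G8 is not reported on in the paper, and its tags exceeded those of the input at TSSs with an H3K9ac peak. The median log2 ratio of 7G8 over input within 2 kb of the TSS was 0.53 at the 14586 TSSs with an H3K9ac peak and -0.04 at the 7436 TSSs with no peak of either mark. One technical explanation is that any CpG-rich promoter draws tags. Among TSSs within 1 kb of a CpG island, the median was 0.58 at the 11775 with an H3K9ac peak and -0.33 at the 515 without one. This split uses peaks called against the same input that divides 7G8. With H3K9ac peaks called without input, and TSSs of at least 10 input tags matched on GC content, CpG number and input tags, the median was 0.67 with a peak and -0.44 at the 129 without one. The difference of 1.11 (95% interval 0.95 to 1.22 from a bootstrap over TSSs) argues against CpG-rich promoters as the whole cause. Matched on GC content and CpG number alone, the difference was 0.51 (0.47 to 0.73), with fewer input tags at the TSSs without a peak. A preference in fragmentation that the ChIP libraries share, and the input lacks, was not tested for this pattern and stays open. Another is that tags of the 13HH3-1A5 library entered the 7G8 library. The tag centres shared by these libraries were 2.42 times those shared after one of them was moved by 3 to 5 bp, while the ratio of 7G8 with H3K9ac was 2.56 and that of 13HH3-1A5 with H3K9ac was 2.56. The pair of H3K14ac libraries therefore shared no more centres than the other pairs of ChIP libraries, which argues against a transfer of tags between them. With the input the ratio for 7G8 was 1.02. Binding of 7G8 to other acetylated residues was not tested and stays open, and no biological explanation was tested, since the libraries come from 1 condition.

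On chromosome Y, which the paper does not discuss, 59 peaks of the 13HH3-1A5 library, 68 of the 7G8 library and 58 of the H3K9ac library were called. The 3 peaks with the most tags over scaled input lay on this chromosome in both H3K14ac libraries. The explanation tested was that the input holds fewer tags on the chromosome. Outside peaks, tags on chromosome Y were 4.92 times the input for H3K9ac, 5.03 times for 13HH3-1A5 and 6.12 times for 7G8. With the input scaled on each chromosome, 12 of the 59 peaks of 13HH3-1A5 were kept (20.3%), and 18 of the 68 peaks of 7G8 (26.5%). This is consistent with fewer input tags as the cause of most of these peaks, and the peaks that were kept stay open. Tags shared between near-identical copies of sequence on the chromosome were not tested. No biological explanation was tested.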

How the results depend on the processing

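The alternatives chosen only after the values were seen are the input thinned to the reads in Table S2, the input scaled on each chromosome, all TSSs or transcript TSSs for the correlation, antibody 7G8 for the regions and the profile, and the islands near a TSS or taken over input.

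The 25 results that answer a comparison were recomputed under 136 alternatives in all. Of these, 42 stayed within the limits, and 92 lay past them without a reversal of direction. The limits are 1.5 times for a count and otherwise the 95% interval. That interval comes from tag counts, from the number of peaks, sites or bins, or from the order of the sites. The 92 include 1 in which no direction was left. There the median log2 ratio of 7G8 to H3K9ac at the chosen TSSs fell from 0.62 to 0 with the scaled input subtracted. In the other 2 alternatives the direction was reversed. These are the sign of a correlation in 1 and the order of the H3K14ac maxima around the TSS in the other. For the maxima, the ratio of 0.738 became 1.10 with 7G8. The intervals are narrow because the tags are many, so small shifts lie past them. At the 14 loci, 65 of 82 alternatives of the log2 ratio of H3K14ac to H3K9ac stayed within the interval and 17 lay past it. The ratio changed sign at none of the 9 loci whose interval excludes 0, but at Stard8 it became 0 with the scaled input subtracted. No paired analysis was possible because each antibody has 1 library. For the values that follow the cause was not tested, unless it is named.

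For numbers of peaks, the threshold of 1e-10 gave 36247 for H3K9ac, 6578 for 13HH3-1A5 and 2905 for 7G8, and the genome-wide mean without input gave 131073, 124455 and 91740. Scaling the input on background bins gave 75991 peaks for 13HH3-1A5. Keeping all tags of 13HH3-1A5, thinning the libraries to the smallest one, thinning the input and scaling it on each chromosome left each number of peaks within 1.5 times. At the depth of the smallest library, 18108 peaks were called for 7G8, 41443 for 13HH3-1A5 and 68850 for H3K9ac.

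The share of 13HH3-1A5 peaks that overlap an H3K9ac peak was 60.7% at the threshold of 1e-10, 45.0% with all tags kept, 45.1% after thinning, 52.4% with the input scaled on background bins, 50.6% without input, 48.9% with the thinned input, 47.8% with the input scaled on each chromosome, 45.0% for an overlap of at least 50%, and 67.3% for the peaks of 7G8. The share of 13HH3-1A5 peaks with a 7G8 peak was, in the same order, 16.1%, 19.5%, 17.4%, 18.4%, 36.5% and 25.4% with the thinned input, and 17.3% for an overlap of at least 50%. The share of 7G8 peaks with a 13HH3-1A5 peak was 37.8% at 1e-10, 45.6% with all tags kept, 46.8% with background bins, 50.8% without input, 42.4% with the thinned input and 35.9% for an overlap of at least 50%.

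The share of H3K9ac peaks in promoters was 19.4% at the threshold of 1e-10, 8.42% for promoters of 1 kb and 25.7% for promoters of 2 kb on both sides, and the share in introns and distal intergenic regions was 64.9%, 77.5% and 66.5%. For 13HH3-1A5 the promoter shares were 11.9%, 5.22% and 16.3%, and 14.3% with 7G8. The shares in introns and distal intergenic regions were 75.7%, 85.6% and 78.6%, and 79.9% with 7G8. A wider promoter holds more peaks by construction.

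Pearson's r over TSSs was 0.420 with the scaled input subtracted, 0.718 with 7G8, 0.455 within 1 kb, 0.845 over all TSSs and 0.453 over transcript TSSs. In the profiles without input, H3K9ac reached 11.6 with an upstream to downstream ratio of 0.666, and 13HH3-1A5 reached 4.00 with a ratio of 0.566. In the profiles over input at all TSSs, the maximum and the ratio were 4.46 and 0.973 for H3K9ac and 1.97 and 0.762 for 13HH3-1A5. Over input at the TSSs with a peak of either mark, the maximum of 7G8 was 1.97 and its ratio 1.10.

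Across bins, r of H3K9ac with 13HH3-1A5 was 0.677 with a pseudocount of 5, 0.683 with all tags kept, 0.523 with the input subtracted, 0.850 in bins of 5 kb, 0.773 over all bins and 0.614 in bins with at least 5 input tags. For 13HH3-1A5 with 7G8 it was 0.712 with a pseudocount of 5, 0.520 with the input subtracted, 0.895 in bins of 5 kb, 0.808 over all bins and 0.625 in bins with at least 5 input tags. For 13HH3-1A5 with input it was 0.594, 0.609 with all tags kept, 0.829 in bins of 5 kb, 0.748 over all bins and 0.460 in bins with at least 5 input tags. Subtraction of the input turned this last correlation to -0.0388, which follows from its construction, since the subtracted input is then correlated with itself.

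Spearman's rho of CpG number with H3K9ac was 0.448 on the island itself, 0.166 for islands near a TSS and 0.118 for these islands over input. With 13HH3-1A5 it was 0.420 on the island itself, 0.310 for islands near a TSS, 0.438 over input and 0.254 for both, and with 7G8 it was 0.437.

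The difference between inactive and active loci stayed within its interval under all 6 alternatives. The difference between bivalent and active loci was 0.69 with the input subtracted and 0.87 within 1 kb. For the 500 chosen TSSs the median log2 ratio was 0.71 with the input subtracted and 1.13 when chosen and measured on all tags. With 7G8 it was 0.46 with a pseudocount of 5, 0 with the scaled input subtracted and 1.00 when chosen and measured on all tags. The highest 13HH3-1A5 density over the mean input density there was 1.57 with a pseudocount of 5, 17.2 with all tags kept, 1.78 with the input subtracted and 1.65 when chosen and measured on all tags. With all tags kept, the mean of 13HH3-1A5 at the chosen TSSs was 67.6 tags per 10000000, against 15.0 with 1 tag per position and strand.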

Differences from the paper's values

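The input thinned to the reads in Table S2, the input scaled on each chromosome, all TSSs or transcript TSSs for the correlation, antibody 7G8 for the regions and the profile, and the islands near a TSS were chosen only after the values were seen. The other alternatives were set before the data were examined.

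For H3K14ac with 13HH3-1A5, 47420 peaks were called, and the paper's number is 8105. At the threshold of 1e-10 the number was 6578, within 1.5 times the paper's. For H3K9ac the main number, 76907, lies within 1.5 times the paper's 60204, and at 1e-10 it was 36247, which does not. The H3K14ac number stayed more than 1.5 times the paper's with all tags kept (57303), with thinned libraries (41443), with the input scaled on background bins (75991) and without input (124455), and also with the thinned input (46482) and the input scaled on each chromosome (44784).

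The share of 13HH3-1A5 peaks in promoters was 6.64%, and the paper's is 12.4%. At the threshold of 1e-10 it was 11.9% and with promoters of 2 kb on both sides 16.3%, both within 1.5 times, whereas promoters of 1 kb gave 5.22%. Antibody 7G8, chosen after seeing the values, gave 14.3%, also within 1.5 times.

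In coding exons the share of 13HH3-1A5 peaks was 5.31%, and the paper's is about 2.7% in Figure 1A, read by eye. Promoters of 2 kb on both sides gave 3.14%, within 1.5 times, whereas the threshold of 1e-10 gave 7.51% and promoters of 1 kb gave 5.41%. Antibody 7G8, chosen after seeing the values, gave 2.63%.

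Pearson's r between H3K9ac and H3K14ac over TSSs with a peak of either mark was 0.468, and the paper's is 0.73. None of the 7 alternatives set before the data were examined reached the paper's value, at 0.470 with a pseudocount of 5, 0.477 with all tags kept, 0.420 with the input subtracted, 0.455 within 1 kb, 0.468 with scaling by background bins, 0.462 for sites with a peak of both marks, and 0.718 with antibody 7G8, which came nearest, with an interval of 0.710 to 0.726 that reaches values rounded to the paper's. Those chosen after seeing the values gave 0.845 over all TSSs and 0.453 over transcript TSSs.

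The search for CpG islands across the genome gave 26897, and the paper's number is 16026. The legend of Figure 3 describes the 16026 as associated with genes, so the counts may cover different sets. No alternative was planned for the number of islands. Restriction to the 10834 islands within 1 kb of a TSS, chosen after seeing the values, lies within 1.5 times.

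At single sites, some statements of the paper were not met in full here, which does not show the opposite direction. The paper took the sites tested by ChIP-qPCR from its peaks. Here a peak of H3K9ac was called at 4 of the 7 sites for H3K9ac under every setting. The sites without one lie close together on chromosome 3, from 54515124 to 54519520, so they are not separate loci. One of them had 19 H3K9ac tags against 2 input tags. A peak of 13HH3-1A5 was called at 3 of the 6 sites for H3K14ac, with 4 without input and 2 at the threshold of 1e-10. The paper reports H3K14ac at bivalent loci tested by ChIP-qPCR or shown as tracks. Within 2 kb of the TSS, the interval of 13HH3-1A5 over input lay above 0 at 2 of the 6 loci. These are Tcfap2d and Bnc1, which also had a peak. The interval reached below 0 at Grm8, Hhip, Gabra4 and Sntg1, with -0.48 (-1.17 to 0.14) at Sntg1. In 1000 bp around the amplicons it also reached below 0 at each of these, with -0.002 (-1.03 to 1.03) at Sntg1. The ratio itself was above 0 in both windows at Grm8, Hhip and Gabra4, at 0.49, 0.66 and 0.16 within 2 kb. The tags at these loci are thus too few to tell. With the input scaled on background bins or without input, 4 of the 6 had a peak, and 1 had at the threshold of 1e-10 or after thinning. The paper places H3K14ac at inactive loci, of which 2 are named. Within 2 kb of the TSS, the log2 ratio of 13HH3-1A5 over input was above 0 at 4930486L24Rik, at 0.93 (0.24 to 1.79). At Dsc1 it was -0.12 (-0.83 to 0.59). In 1000 bp around the amplicons it was 1.34 (0.35 to 2.89) at 4930486L24Rik and 0.21 (-0.78 to 1.26) at Dsc1. Dsc1 could thus not be told from input in either window. Rnf25, a locus of the sequential ChIP in Figure 1E, had no 13HH3-1A5 peak. Its log2 ratio of 13HH3-1A5 over input was -0.52 (-1.25 to 0.14) within 2 kb of the TSS. In 1000 bp around its amplicon the ratio was -0.58 (-1.86 to 0.49).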

Other observations

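The tests of 7G8 at sensory receptor genes, the lists of TSSs without an H3K9ac peak, the tests of the tags per chromosome, and the tests of shearing and of ligation at the first base of tags, were chosen only after the result was seen.

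The ratio of H3K14ac to H3K9ac was higher at TSSs of sensory receptor genes than at TSSs with an H3K9ac peak, by 1.41 in the median log2 ratio. Weaker enrichment of the H3K14ac library was tested by mixing H3K9ac tags with input tags until the mixture, with 17.6% of its tags from H3K9ac, had the median enrichment of 13HH3-1A5 at TSSs with an H3K9ac peak. The mixture divided by H3K9ac gave a difference of 1.70, so a library of the same mark with weaker enrichment shows at least the observed difference. The observed difference lay -0.29 (-0.31 to -0.23) from that of the mixture, so the mixture gave more than was observed and did not match it. GC content and background were tested with windows away from genes and peaks of the same GC content. The median log2 ratio at sensory receptor TSSs lay -0.10 from that of these windows (95% interval -0.13 to -0.02) for the 1465 TSSs with no peak, so in this ratio the TSSs did not exceed the background. Over input, both marks were higher at these TSSs than in the windows, at -0.32 against -0.39 for 13HH3-1A5 and -0.48 against -0.59 for H3K9ac. Both tests of 13HH3-1A5 leave technical explanations open, and neither excludes a biological one, for which the inactive genes of the paper were not used here. With 7G8 the difference between the classes was 1.94, and the mixture with the median enrichment of 7G8 gave 1.71, which is 0.23 less (0.20 to 0.26), so weaker enrichment alone does not account for 7G8. The ratio of 7G8 to H3K9ac at sensory receptor TSSs lay -0.0164 (-0.06 to 0.03) from that of windows of the same GC content, so GC content and background are left open for 7G8.

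The 500 TSSs chosen for high H3K14ac over H3K9ac are no product of chance counts alone, since their median log2 ratio on the tags not used for the choice was 0.51, above all 10000 random lists matched on input tags. It also lay above all lists drawn from TSSs without an H3K9ac peak, of which the highest had 0.27. Whether the choice holds for one H3K14ac library only cannot be told. 7G8 gave 0.62, but over the same H3K9ac tags that are low at these TSSs, and 7G8 over input was -0.02. In simulated tags with no TSS raised, the median was 1.02 on the tags used for the choice and 0 on the tags not used, and with 200 TSSs raised 3-fold, 180 of them were chosen. What stays open is low H3K9ac in place of high H3K14ac, since the median of 13HH3-1A5 over input was -0.0804 at the chosen TSSs, lower than in all the random lists from all TSSs. Against lists from TSSs without an H3K9ac peak it was not higher either, since their median was -0.05, while H3K9ac over input was -0.55 against -0.22. The same choice among as many windows away from genes and peaks gave 0.47 on the tags not used, and the difference of the TSSs from the windows was 0.04 (-0.04 to 0.16). As far as the ratio goes, these values are consistent with a choice that any part of the genome away from H3K9ac would pass. In 13HH3-1A5 over input the chosen windows lay lower, at -0.33 against -0.08 at the chosen TSSs. Whether inactive genes defined by Pol II and H3K4me3 behave otherwise was not tested.

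Tags per chromosome differed between the input and the 3 ChIP libraries. Across chromosomes 1 to 19 and X, the SD of the log2 ratio of 7G8 to input was 0.205, while without peaks the SD between ChIP libraries was 0.0675, 0.0944 and 0.0680. Outside peaks, the ratio of 7G8 to input was 0.721 on chromosome 17, 0.772 on chromosome X, 0.876 on chromosome 15, 0.884 on chromosome 9 and 1.24 on chromosome 12. Weighting the input by GC content left the SD at 0.209, and leaving out bins that touch a peak left it at 0.202. The same 2 corrections lowered the SD of H3K9ac from 0.217 to 0.178 each, and that of 13HH3-1A5 from 0.231 to 0.212 and 0.211. GC content or peaks of acetylation therefore account for a part at most. A different dosage of whole chromosomes in the cells behind the input predicts that segments of 5 Mb differ between chromosomes more than between pieces of the same lengths with moved boundaries. For 7G8 over input, 38.1% of the variance of 535 segments lay between chromosomes, and 97.4% of 10000 sets of moved boundaries gave less, just short of the limit set for the test, a share of 38.2%. For 13HH3-1A5 over input it was 47.9%, above 99.2% of the sets, and for 13HH3-1A5 over 7G8 it was 10.7%, above 44.1%. The share lay above its limit for 13HH3-1A5 (46.1%) and just below it for 7G8. A difference in dosage therefore cannot be told apart from differences along the chromosomes, and the labels of the libraries do not settle it. Chromosome Y was not part of these tests. Outside peaks its tags were 4.92 times the input for H3K9ac, 5.03 times for 13HH3-1A5 and 6.12 times for 7G8. On chromosome X the ratios were 0.747, 0.665 and 0.772.

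Tags of the 3 ChIP libraries began with A or T in 93.0% of cases for H3K9ac, 94.2% for 13HH3-1A5 and 92.9% for 7G8, against 48.1% for input. The input has preferences of its own, since 20 bp before the tag its share of A or T was 55.8%. Adapter ligation or sequencing of the first bases would leave the genome base before the tag as these bases predict. That base was G in 13.4% of H3K9ac tags, 16.1% of 13HH3-1A5 tags and 12.6% of 7G8 tags, against 22.4%, 22.1% and 21.3% at 20 bp before the tag, and for input it was G in 18.1% against 22.3%. Against the share expected from the first 4 bases of the tag, G fell by 10.5 percentage points for H3K9ac, 8.33 for 13HH3-1A5, 10.9 for 7G8 and 4.76 for input, so the smallest fall exceeds that of the input by 3.58 and argues against ligation or sequencing as the whole cause. Shearing as for the input would leave the base as it is before input tags with the same first 4 bases. It was G less often than there by 4.53 percentage points for H3K9ac, 1.55 for 13HH3-1A5 and 5.47 for 7G8, which argues against it. Pairs of ChIP libraries shared 3.99, 3.95 and 3.65 times as many tag ends as at 4 to 12 bp away, and with input the ratios were 1.12, 1.07 and 1.09. Preferences for 8 bases around the tag end, learned on chromosomes with odd numbers, predicted between 70.3% and 76.0% of this excess on chromosomes with even numbers. In simulated tags with the preferences of H3K9ac, the ratio was 3.08 where 3.15 was built in, and 1.06 where one set had no preferences. Cutting with a base preference that the ChIP libraries share, such as by an enzyme like micrococcal nuclease, is therefore a candidate explanation, and the methods describe sonication. No enzyme was tested. The input differs from the ChIP libraries in this respect, so ratios over input also carry the difference in fragmentation.

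The position with the most repeated tags of the 13HH3-1A5 library lies on chromosome 2 (98502477 to 98502512) with 6418 tags, where the other libraries list each position and strand once.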
